# Muscle hypertrophy induced by myostatin inhibition accelerates degeneration in dysferlinopathy

**DOI:** 10.1093/hmg/ddv288

**Published:** 2015-07-23

**Authors:** Yun-Sil Lee, Adam Lehar, Suzanne Sebald, Min Liu, Kayleigh A. Swaggart, C. Conover Talbot, Peter Pytel, Elisabeth R. Barton, Elizabeth M. McNally, Se-Jin Lee

## Abstract

Myostatin is a secreted signaling molecule that normally acts to limit muscle growth. As a result, there is extensive effort directed at developing drugs capable of targeting myostatin to treat patients with muscle loss. One potential concern with this therapeutic approach in patients with muscle degenerative diseases like muscular dystrophy is that inducing hypertrophy may increase stress on dystrophic fibers, thereby accelerating disease progression. To investigate this possibility, we examined the effect of blocking the myostatin pathway in *dysferlin*-deficient (*Dysf^−/−^*) mice, in which membrane repair is compromised, either by transgenic expression of follistatin in skeletal muscle or by systemic administration of the soluble form of the activin type IIB receptor (ACVR2B/Fc). Here, we show that myostatin inhibition by follistatin transgene expression in *Dysf^−/−^* mice results in early improvement in histopathology but ultimately exacerbates muscle degeneration; this effect was not observed in *dystrophin*-deficient (*mdx*) mice, suggesting that accelerated degeneration induced by follistatin transgene expression is specific to mice lacking *dysferlin. Dysf^−/−^* mice injected with ACVR2B/Fc showed significant increases in muscle mass and amelioration of fibrotic changes normally seen in 8-month-old *Dysf^−/−^* mice. Despite these potentially beneficial effects, ACVR2B/Fc treatment caused increases in serum CK levels in some *Dysf^−/−^* mice, indicating possible muscle damage induced by hypertrophy. These findings suggest that depending on the disease context, inducing muscle hypertrophy by myostatin blockade may have detrimental effects, which need to be weighed against the potential gains in muscle growth and decreased fibrosis.

## Introduction

Myostatin is a transforming growth factor-β (TGF-β) family member that acts as a negative regulator of skeletal muscle mass (1). Genetic studies in numerous species have shown that loss of myostatin results in dramatic increases in muscle mass (2–7), and pharmacological agents capable of blocking myostatin signaling have been shown to cause significant muscle hypertrophy when given systemically to mice (8). As a result, there has been considerable effort directed at developing myostatin inhibitors as potential therapeutic agents to increase muscle growth, and there are currently multiple such agents being tested in clinical trials in a wide range of indications characterized by muscle loss.

One indication for which myostatin inhibition is being tested as a potential therapy is muscular dystrophy. Muscular dystrophy encompasses a group of disorders characterized by progressive muscle degeneration and weakness (9). Many forms of muscular dystrophy result from inherited mutations in genes encoding proteins involved in maintaining the structural integrity of muscle fibers. The most common form affects dystrophin, which is a vital component of a protein complex that connects the cytoskeleton of a muscle fiber to the surrounding extracellular matrix; disruption of this link renders the muscle fibers susceptible to contraction-induced injury (10). In patients with severe forms of muscular dystrophy, the regenerative capacity of the muscle to respond to injury is unable to compensate for the degenerative process, leading to progressive loss of muscle function.

The identification of myostatin has raised the possibility that blocking this signaling pathway may be a therapeutic strategy to prevent or reverse the loss of muscle mass and strength in patients with muscular dystrophy, and numerous preclinical studies in *mdx* mice, which carry mutations in the *dystrophin* gene, have demonstrated beneficial effects of myostatin inhibition on muscle mass and function (11–18). One theoretical concern with this therapeutic approach is the possibility that inducing muscle hypertrophy may cause additional membrane stress to already fragile muscle fibers, thereby further inducing damage. If so, myostatin inhibition in patients with muscular dystrophy may provide short-term benefits in terms of increasing muscle growth but may have the long-term effect of accelerating disease progression. To investigate this issue, we examined the effect of blocking myostatin signaling in *dysferlin*-deficient (*Dysf^−/−^*) mice, which is a model for limb-girdle type 2B and Miyoshi muscular dystrophies. Our rationale for these studies was that, if myostatin inhibition results in increased membrane damage, these effects would be revealed specifically in *Dysf^−/−^* mice, in which membrane repair is compromised (19). Here, we show that inhibition of myostatin signaling indeed can result in an exacerbation of muscle degeneration in the setting of dysferlinopathy.

## Results

### Follistatin overexpression accelerates muscle loss in *Dysf^−/−^* mice

To investigate the effect of blocking myostatin signaling in the setting of dysferlinopathy, we used both genetic and pharmacological approaches in mice. For the genetic approach, we overexpressed follistatin (Fst), which is a secreted protein capable of binding and inhibiting various members of the TGF-β superfamily, including myostatin (20). For these studies, we utilized a transgenic mouse line (*F66*) in which we had expressed Fst under the control of a skeletal muscle-specific myosin light chain promoter/enhancer (20). As shown in Figure 1A–D and Supplementary Material, Table S1, and as we reported previously, *F66* transgenic mice exhibit dramatic increases in skeletal muscle mass throughout the body. We examined the effect of crossing the *F66* transgene into *Dysf^−/−^* mice. At early ages, *F66* transgene expression in *Dysf^−/−^* mice (i.e. *F66;Dysf^−/−^* mice) caused increased muscle mass to a similar extent as *F66* did in a *wild-type* (*wt*) background (Fig. 1A–D; Supplementary Material, Table S1). Hence, blockade of the myostatin signaling pathway by Fst is capable of inducing muscle hypertrophy in the absence of functional dysferlin. These early gains in muscle weights, however, were not maintained as the mice aged, with muscle masses in *F66;Dysf^−/−^* mice decreasing sharply beginning at ∼4 months of age; in fact, by 8 months of age, *F66;Dysf^−/−^* mice showed even lower muscle weights than *Dysf^−/−^* mice.

**Figure 1.**
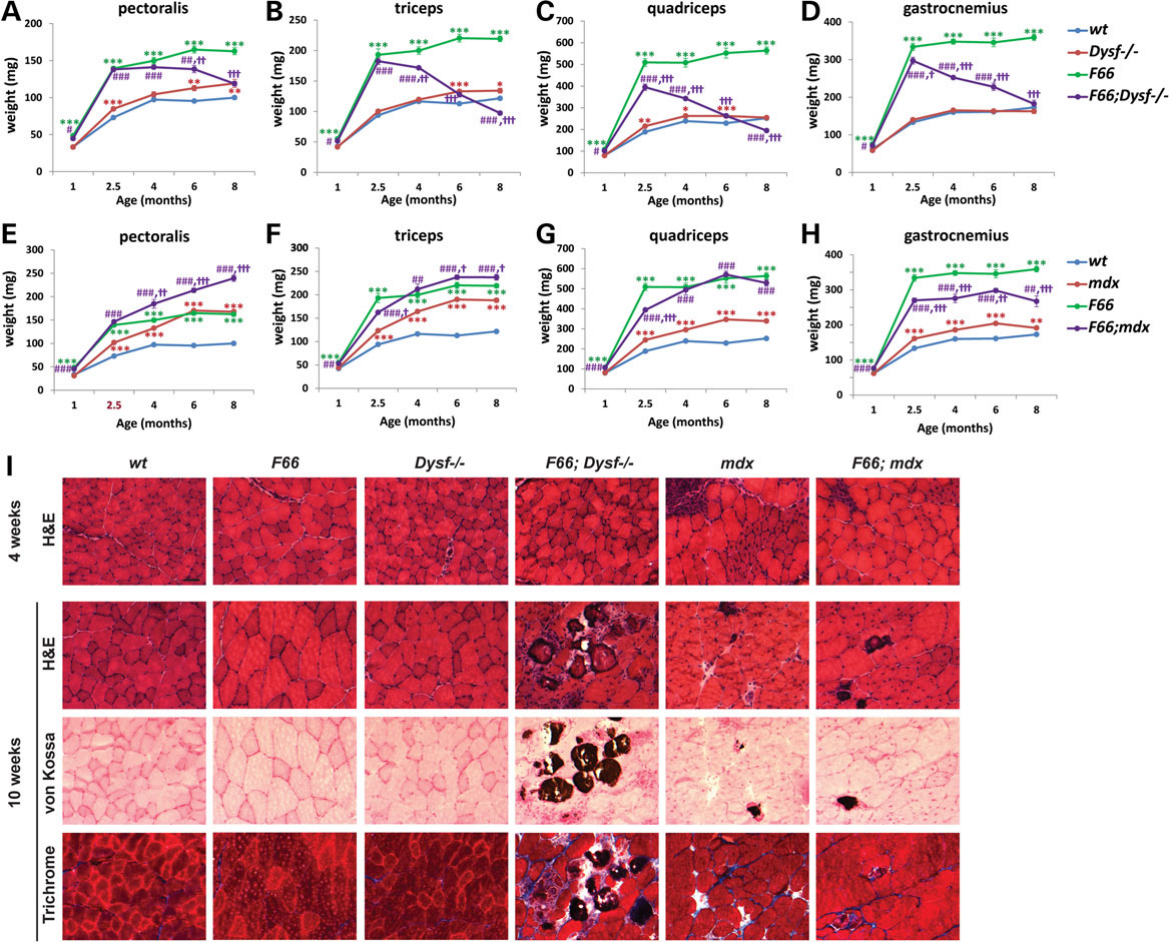
Hypertrophy induced by *Fst* transgene expression accelerates muscular degeneration in *Dysf^−/−^* mice. (**A**–**D**) Effect of *F66* on weights of pectoralis, triceps, quadriceps and gastrocnemius muscles in *Dysf^−/−^* mice as a function of age. Graphs were made from the data shown in Supplementary Material, Table S1. Note the dramatic loss of muscle mass induced by *F66* in *Dysf^−/−^* mice beginning at 4 months of age. *P < 0.05 versus *wt*; **P < 0.01 versus *wt*; ***P < 0.001 versus *wt*; ^#^*P* < 0.05 versus *Dysf^−/−^*; ^##^*P* < 0.01 versus *Dysf^−/−^*; ^###^*P* < 0.001 versus *Dysf^−/−^*; ^†^*P* < 0.05 versus *F66*; ^††^*P* < 0.01 versus *F66*; ^†††^*P* < 0.001 versus *F66*. (**E**–**H**) Effect of *F66* on weights of pectoralis, triceps, quadriceps and gastrocnemius muscles in *mdx* mice as a function of age. Note that *F66* did not induce muscle loss in *mdx* mice. Graphs were made from the data shown in Supplementary Material, Table S2. **P < 0.01 versus *wt*; ***P < 0.001 versus *wt*; ^##^*P* < 0.01 versus *mdx*; ^###^*P* < 0.001 versus *mdx*; ^†^*P* < 0.05 versus *F66*; ^††^*P* < 0.01 versus *F66*; ^†††^*P* < 0.001 versus *F66*. (**I**) Sections were stained with H&E, von Kossa (to highlight calcified fibers) and Masson's trichrome (to highlight areas of fibrosis). The *F66;Dysf^−/−^* mice showed the pathologic changes including fibrosis and centrally nucleated muscle fibers, even at 10 weeks of age, when *Dysf^−/−^* mice showed no distinct muscular degeneration. The *F66;mdx* mice showed the pathologic changes similar to *mdx* mice. Scale bar represents 50 µm.

A previous study using *mdx* mice had reported that gains in muscle mass due to loss of myostatin activity were maintained as the mice aged (21). Because that study had utilized the *Mstn* loss-of-function mutation to eliminate myostatin function, we sought to determine whether the effects that we had observed in *Dysf^−/−^* mice were somehow specific to the *F66* transgene by crossing the *F66* transgene onto an *mdx* background. In contrast to what we observed in *F66;Dysf^−/−^* mice, *F66;mdx* mice exhibited significantly increased muscle weights compared with *mdx* mice, which were maintained at all ages that we examined (Fig. 1E–H; Supplementary Material, Table S2). Hence, accelerated muscle loss induced by *Fst* transgene expression was specific to mice lacking dysferlin.

### Effect of Fst overexpression on muscle histopathology and function in *Dysf^−/−^* mice

The detrimental effect of *F66* in the absence of dysferlin was clearly seen upon histological examination of the muscles. As previously reported, histological analysis of muscles from *Dysf^−/−^* mice showed signs of a slowly progressive muscular degeneration (19); by 4 months of age, a few necrotic fibers and centrally located nuclei were detected, and by 8 months of age, most of pathological characteristics of muscular dystrophy were observed (Fig. 1I; Supplementary Material, Fig. S1). *F66;Dysf^−/−^* mice, however, showed more severe muscular degeneration than age-matched *Dysf^−/−^* mice. As early as 10 weeks of age, when increases in muscle weights due to the *F66* transgene were comparable in *wt* and *Dysf^−/−^* mice and when *Dysf^−/−^* muscles showed no distinct histological signs of degeneration, *F66;Dysf^−/−^* muscles showed dystrophic features, including central nucleation, fibrosis and calcified fibers (Fig. 1I). In contrast, although dystrophic changes were evident in muscles of *mdx* mice, the presence of the *F66* transgene did not exacerbate degeneration in the *mdx* background and even appeared to improve the histopathology as a function of age (Fig. 1I; Supplementary Material, Fig. S1); this improvement in histopathology resulting from *Fst* expression in *mdx* mice was also consistent with what had been reported in *mdx* mice lacking myostatin (11–15,17).

We also examined the muscles in *F66;Dysf^−/−^* mice by electron microscopy (EM). As shown in Figure 2A, EM analysis of quadriceps muscles of *Dysf^−/−^* mice at 10 weeks of age generally showed regular cross-striations with well-arranged myofibrils, although some fibers in *Dysf^−/−^* mice showed membrane-bound spaces surrounded by swollen mitochondria, and inflammatory cell infiltration between fibers was also seen. In *F66;Dysf^−/−^* mice, however, in addition to the inflammatory cell infiltration, mitochondrial degeneration was more prominent and severe, and necrotic fibers surrounded by fibroblasts were more frequently observed. These changes were not observed in *F66* muscles, which showed regular cross-striations with little evidence of muscle fiber degeneration, although we did observe occasional fibers in *F66* mice with randomly fragmented myofibrils.

**Figure 2.**
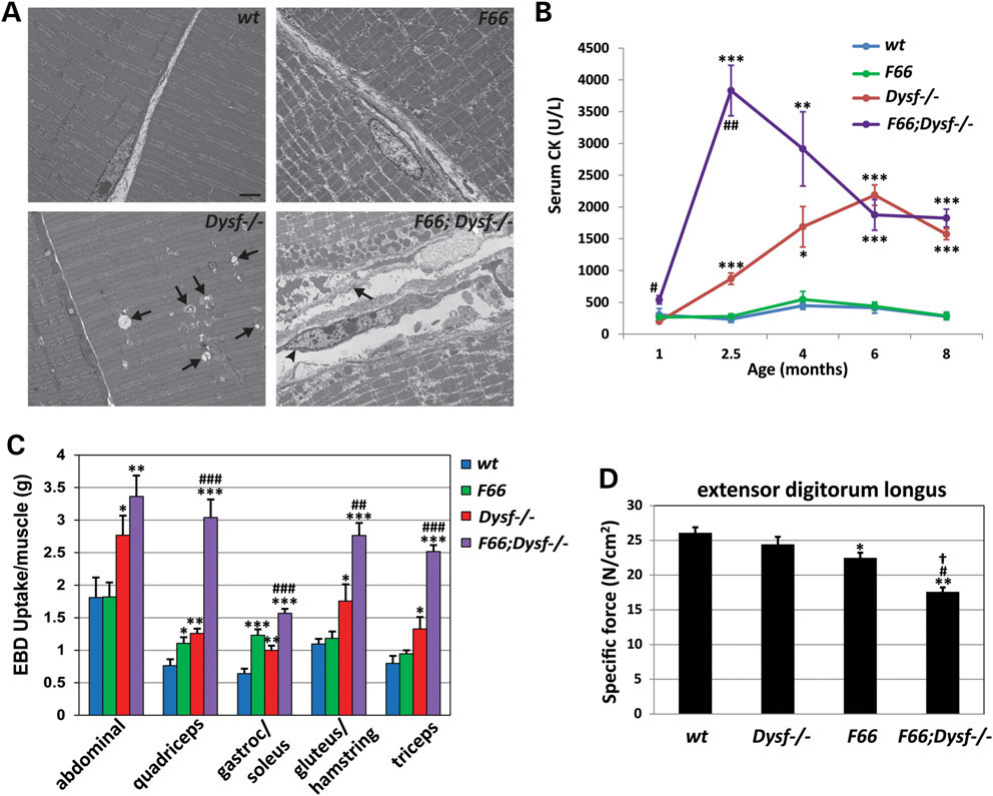
Effect of *Fst* transgene expression on muscle fiber integrity and function in *Dysf^−/−^* mice. (**A**) Electron microscope images of quadriceps muscles at 10 weeks of age. While *wt* mice showed the regular sarcomeric pattern with no degenerative change in mitochondrial morphology, *Dysf^−/−^* mice showed membrane-bound spaces surrounded by swollen mitochondria (arrows in *Dysf^−/−^* image). *F66* muscles showed randomly fragmented myofibrils in regular sarcomeric pattern, representing Type IIb fast-twitch fibers. *F66;Dysf^−/−^* muscles showed accumulation of vacuoles and mitochondria aggregation in subsarcolemmal area, necrotic fiber with complete loss of myofibrils (arrow in *F66;Dysf^−/−^* image) and fibroblast next to necrotic fiber (arrowhead). Scale bar represents 2 µm. (**B**) Serum CK (U/L) levels as a function of age. Note the sharp increase in CK levels in *F66;Dysf^−/−^* mice at 10 weeks of age. Graphs were made from the data shown in Supplementary Material, Table S3. *P < 0.05 versus *wt*; **P < 0.01 versus *wt*; ***P < 0.001 versus *wt*; ^#^*P* < 0.01 versus *Dysf^−/−^*; ^##^*P* < 0.001 versus *Dysf^−/−^*. (**C**) EBD uptake by abdominal, quadriceps, gastrocnemius/soleus, gluteus/hamstring and triceps muscles. Note the increased EBD uptake in *F66;Dysf^−/−^* mice compared with the other groups. Graphs were made from the data shown in Supplementary Material, Table S5. *P < 0.05 versus *wt*; **P < 0.01 versus *wt*; ***P < 0.001 versus *wt*; ^##^*P* < 0.01 versus *Dysf^−/−^*; ^###^*P* < 0.001 versus *Dysf^−/−^*. (**D**) Specific force of EDL muscles from *wt, Dysf^−/−^, F66* and *F66;Dysf^−/−^* mice at 4 months of age. *F66;Dysf^−/−^* mice showed a significant decrease in specific force compared with others. *P < 0.05 versus *wt*; **P < 0.01 versus *wt*; ^#^*P* < 0.05 versus *Dysf^−/−^*; ^†^*P* < 0.05 versus *F66*.

The harmful effect of the *F66* transgene in *Dysf^−/−^* mice was also evident when we measured serum creatine kinase (CK, U/L) levels, which are routinely used as an indicator of muscle damage. As described previously (22), CK levels of *Dysf^−/−^* mice were elevated by 6 months of age, reflecting the ongoing muscle degeneration resulting from dysferlin deficiency (Fig. 2B; Supplementary Material, Table S3). *F66;Dysf^−/−^* mice, however, showed a sharp increase in CK levels at 10 weeks of age, which was observed neither in *F66* mice nor in *Dysf^−/−^* mice (*P* < 0.001 versus *Dysf^−/−^*). As mice aged, CK levels gradually declined in *F66;Dysf^−/−^* mice, presumably reflecting the loss of functional muscle as a result of the enhanced muscle degeneration. As reported previously (23), *mdx* mice had greatly elevated CK levels with high variability, and these elevations did not appear to be worsened by the presence of the *F66* transgene (Supplementary Material, Table S4).

We also evaluated the integrity of the plasma membrane by membrane-impermeable Evans blue dye (EBD) uptake. At 10 weeks of age, significant elevations in EBD uptake were observed in *Dysf^−/−^* mice compared with *wt* and *F66* mice in all muscle groups that were analyzed (Fig. 2C; Supplementary Material, Table S5), presumably resulting from the membrane repair defect in the absence of dysferlin. These elevations in EBD uptake, however, were exacerbated in *F66;Dysf^−/−^* mice, consistent with the elevated serum CK levels in these mice. Finally, we examined the effect of the *F66* transgene on muscle contractile function. Although no significant differences were seen at 10 weeks of age, *F66;Dysf^−/−^* mice showed a significant decrease in specific force of the EDL muscle (*P* < 0.01) at 4 months of age (Fig. 2D) compared with *wt*, *F66* and *Dysf^−/−^* mice. Hence, overexpression of Fst in *Dysf^−/−^* mice had a clear detrimental effect not only on muscle mass, histopathology and membrane integrity, but also on muscle contractile function.

### Effect of pharmacological blockade of myostatin signaling in *Dysf^−/−^* mice

As a complementary approach to these genetic studies, we also examined the effect of blocking myostatin signaling pharmacologically by direct administration of a myostatin inhibitor to *Dysf^−/−^* mice. We showed previously that myostatin is capable of binding the two activin type II receptors, ACVR2 and ACVR2B (20), and that a soluble form of ACVR2B in which the extracellular domain of the receptor is fused to an Fc domain can cause significant muscle hypertrophy when given systemically to *wt* mice (24). We examined the effect of administering this soluble receptor (ACVR2B/Fc) to *Dysf^−/−^* mice. As shown in Figure 3A and Supplementary Material, Table S6, *Dysf^−/−^* mice given four weekly intraperitoneal (i.p.) injections of ACVR2B/Fc beginning at either 6 weeks or 7 months of age showed significant increases in muscle mass comparable to *wt* mice injected with ACVR2B/Fc. Moreover, fibrotic changes seen in 8-month-old *Dysf^−/−^* mice appeared to be significantly ameliorated by ACVR2B/Fc treatment (Fig. 3B); these histological improvements were consistent with what had been reported for ACVR2B/Fc treatment of *mdx* mice (18). EM analysis also showed that membrane-bound spaces surrounded by swollen mitochondria normally seen in *Dysf^−/−^* myofibers were less prominent in muscles of ACVR2B/Fc-treated *Dysf^−/−^* mice (Fig. 3C). Despite these potentially beneficial effects, ACVR2B/Fc treatment caused increases in serum CK levels in some *Dysf^−/−^* mice at both 10 weeks and 8 months of age (Fig. 3D; Supplementary Material, Table S7), suggesting that hypertrophy induced by ACVR2B/Fc administration to *Dysf^−/−^* mice may have some adverse effects as well, though not nearly to the degree seen with *Fst* overexpression.

**Figure 3.**
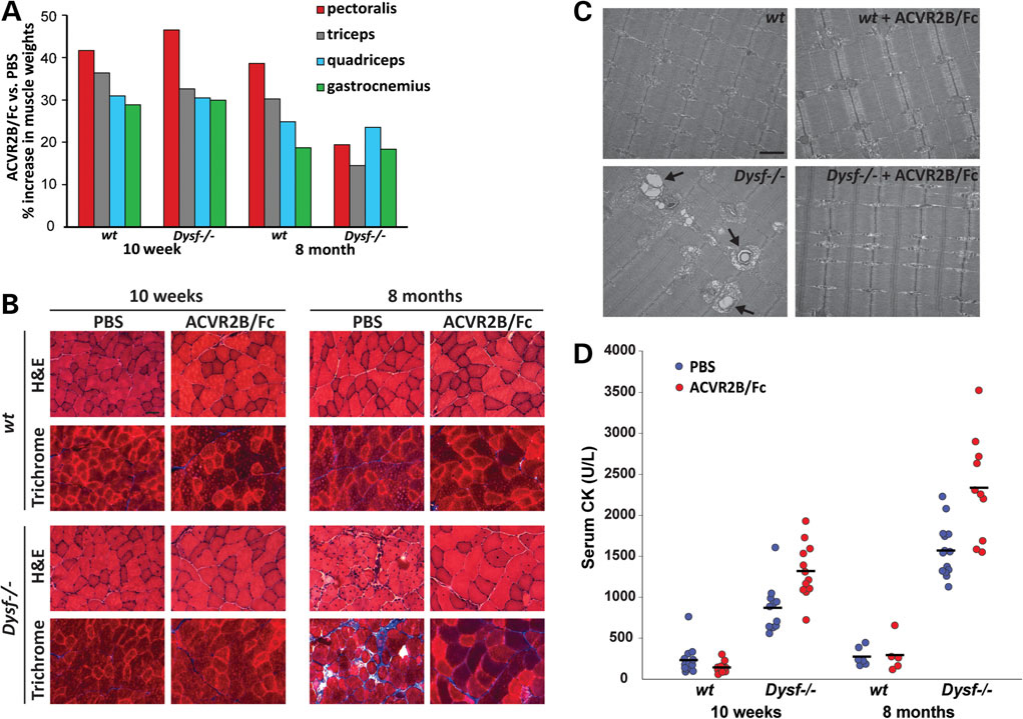
Effect of ACVR2B/Fc administration on muscle weights, muscle histopathology and serum CK levels in *Dysf^−/−^* mice. (**A**) Effect of ACVR2B/Fc on muscle weights. Bars indicate percent increase in muscle weights in ACVR2B/Fc-injected *wt* and *Dysf^−/−^* mice compared with PBS-injected *wt* and *Dysf^−/−^* mice, respectively. ACVR2B/Fc and PBS were administered by weekly i.p. injections over a span of 4 weeks at 10 mg kg^−1^ starting at age 6 weeks and 7 months. All calculations were made from the data shown in Supplementary Material, Table S6. (**B**) Sections of the quadriceps muscles stained with H&E and Masson's trichrome. Note that ACVR2B/Fc-injected *Dysf^−/−^* mice showed significant increases in muscle fiber diameters comparable to ACVR2B/Fc-injected *wt* mice and decreases in the extent of fibrosis compared with the PBS-injected *Dysf^−/−^* mice even at age 8 months. Scale bar represents 50 µm. (**C**) Electron microscope images. Note the membrane-bound spaces surrounded by swollen mitochondria in *Dysf^−/−^* myofiber (arrows). No specific changes were found in ACVR2B/Fc-injected *wt* muscles. However, ACVR2B/Fc-injected *Dysf^−/−^* myofiber showed reduction of membrane-bound spaces and swollen mitochondria compared with *Dysf^−/−^* myofiber. Scale bar represents 1 µm. (**D**) Effect of ACVR2B/Fc on serum CK levels. Note the increases in serum CK levels in ACVR2B/Fc-injected *Dysf^−/−^* mice compared with PBS-injected *Dysf^−/−^* mice at both 10 weeks and 8 months of age (*P* < 0.01). The graph was made from the data shown in Supplementary Material, Table S7.

### Effect of myostatin blockade on global gene expression patterns in *wt* and *Dysf^−/−^* mice

Finally, we used microarray analysis to examine global transcriptional changes in the quadriceps muscles from *wt, Dysf^−/−^, F66*, *F66;Dysf^−/−^* mice and ACVR2B/Fc-injected *wt* and *Dysf^−/−^* mice at 10 weeks of age. 

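RNA from the quadriceps of 10-week-old mice of 6 groups was hybridized to Affymetrix Mouse Exon 1.0 ST arrays, with 3 biological replicates per group and 18 arrays in all. *F66* mice carry a transgene that expresses Fst in skeletal muscle. ACVR2B/Fc is a soluble receptor, the ligand-binding part of the activin type IIB receptor joined to an antibody Fc domain. It was injected weekly at 10 mg/kg, 4 times from 6 weeks of age (200 µg per injection in the sample labels). The labels give the treatment of the other 4 groups as none, and the methods of the array experiment do not state whether these mice received PBS. The authors deposited values on the log2 scale that the submitters' processing notes describe as RMA values made with Partek. RMA corrects background, gives the probes of all arrays one common distribution and summarizes them per feature. A change that moved most genes of one group in the same direction would therefore be partly removed. The median over all rows of the deposited table ranged from 5.27 in an *F66;Dysf-/-* array to 5.45 in a *wt* array. The means of the 3 medians per group were 5.39 in *wt*, 5.41 in ACVR2B/Fc-injected *wt*, 5.37 in *Dysf-/-*, 5.41 in ACVR2B/Fc-injected *Dysf-/-*, 5.33 in *F66* and 5.28 in *F66;Dysf-/-*. Arrays of one group correlated at r of 0.967 to 0.981 across all rows, which are not independent replicates. The targeted gene *Dysf* was measured at 6.76 to 7.10 in the 9 arrays of *Dysf-/-*, ACVR2B/Fc-injected *Dysf-/-* and *F66;Dysf-/-* mice, and at 8.48 to 8.91 in the 9 arrays of *wt*, ACVR2B/Fc-injected *wt* and *F66* mice. Where the probes of *Dysf* lie relative to the targeted part of the gene was not analysed here.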

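Of the 115830 rows, the platform annotation lists 27839, of which 25539 carry exactly 1 gene symbol and 2300 carry several. The other 87991 rows are not listed there and were not named. A gene with several rows (3109 genes) was represented by the row with the highest mean over the 18 arrays, which gave 20259 genes. Dim genes were kept, and 25.7% of the genes tested lie below the median of all rows. Differences between groups were tested with limma on the log2 values, with the 6 group means fitted over all 18 arrays so that the groups shared one estimate of the spread (12 residual degrees of freedom). A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 over the 20259 genes. The number of arrays limits the precision, and 3 arrays against 3 cannot give an exact two-sided permutation p under 0.1. On simulated values made from these arrays, 85.1% of genes changed by a log2 of 0.5 and 97% of genes changed by a log2 of 1 were called between *F66;Dysf-/-* and *Dysf-/-*. For *Dysf-/-* against *wt* the shares were 64.2% and 97%. Both simulations used the same gene means and spreads, so the shares differ only by the draw. Gene groups were read from 23 lists of muscle, cell type and pathway genes and from the 2 lists of Table S8. The 23 lists were written before the deposited values were examined. The plan that holds them was made with values of Table S8 and of the study's supplementary Dataset seen. The lists may therefore not be blind to these arrays. Each list was tested with camera against the other genes, at a preset correlation of 0.01 between genes and adjusted over the lists within a comparison. With a correlation estimated from the arrays, 7 of 16 list calls held for *F66* against *wt*, 8 of 14 for *F66;Dysf-/-* against *Dysf-/-*, and 0 of 9 for *Dysf-/-* against *wt*. For ACVR2B/Fc, 0 of 4 held in *wt* and 0 of 13 in *Dysf-/-*.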

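The 3 *F66;Dysf-/-* arrays lay apart from the other 15 on the first principal axis. The genes with the largest weights on the first axis, all higher on the *F66;Dysf-/-* side, included *Gpnmb*, *Cd68* and *Mpeg1*, which mark macrophages, *C3ar1*, a complement receptor, *Cybb*, a subunit of the phagocyte NADPH oxidase, *Mmp12*, a macrophage elastase, and *Postn*, which encodes the matrix protein periostin, as well as *Il7r* and the pseudogene *Rps15a-ps2*. The *F66* arrays lay apart on the second axis, where the largest weights included *Peg10*, an imprinted gene, *Npr3*, the clearance receptor of natriuretic peptides, and *Cd109*, a cell-surface protein that binds TGF-β, all higher on the *F66* side. *Pfkfb3*, a regulator of glycolysis, had the opposite sign. The first axis held 43.4% and the second 13.5% of the variance over the 20259 genes, centred and not scaled. On the first axis *F66;Dysf-/-* arrays scored 40.59 to 47.09 and the other 15 arrays -20.24 to 2.79. On the second axis *F66* arrays scored 22.28 to 25.28 and the other 15 arrays -14.61 to 3.34. Both separations gave p = 0.00123 in a two-sided exact permutation test of the mean score over all choices of 3 of the 18 arrays, the smallest p this design allows. On the second axis *F66;Dysf-/-* arrays lay within the range of the others (p = 0.527, same exact test). On the first axis *F66* arrays scored -0.31 to 2.79, between the *F66;Dysf-/-* arrays and the other 12, the highest of which scored -2.02. The same exact permutation test of their mean score gave p = 0.984, and it does not detect a group that lies between others. The 3 *Dysf-/-* arrays lay at -8.74 to -4.15 on the first axis and the 3 *wt* arrays at -20.24 to -13.95, while ACVR2B/Fc-injected *Dysf-/-* overlapped *Dysf-/-* and ACVR2B/Fc-injected *wt* overlapped *wt* there. Over all 115830 rows in place of the named genes, the axes held 16.7% and 11.3%.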

By principal components analysis (PCA) mapping, the *F66;Dysf^−/−^* and *F66* groups were well segregated from each other as well as the other groups (Fig. 4A). 

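More genes were called for the *F66* transgene, on either background, than for ACVR2B/Fc or for the loss of dysferlin in mice without transgene or injection. *F66;Dysf-/-* muscle had 3078 genes higher and 3730 lower than *Dysf-/-* muscle. Among the largest increases were *Sirpb1c*, a receptor of myeloid cells, at a log2 difference of 3.56 (adjusted p = 7.28e-07), *Il7r*, the interleukin-7 receptor, at 3.33, and *Atp6v0d2*, a proton pump subunit of macrophages and osteoclasts, at 3.12. Among the largest decreases were *Nos1*, the neuronal nitric oxide synthase of the muscle membrane, at -1.67 (adjusted p = 1.21e-06), *Ces1d*, a carboxylesterase, at -1.64 and *Mettl21c*, a muscle methyltransferase, at -1.47. *F66* muscle had 1644 genes higher and 1115 lower than *wt* muscle, led by *Peg10* at 4.12 (adjusted p = 1.99e-10), *Cd109* at 2.23 and *Npr3* at 2.02, while *Chac1*, an enzyme that degrades glutathione, fell by 2.39 and *Pfkfb3* fell by 1.53 on the log2 scale.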

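*Dysf-/-* muscle without transgene or injection had 61 genes higher and 38 lower than *wt*. *Mpeg1*, a perforin of macrophages, stood at a log2 difference of 1.61 (adjusted p = 0.000111), *Timp1*, an inhibitor of matrix proteases, at 1.12 and *Postn* at 1.05 (adjusted p = 0.000732), while *Inmt*, a methyltransferase of indoleamines, stood at -1.55 and *Kcnf1*, a potassium channel subunit, at -1.33. ACVR2B/Fc changed 6 genes in *wt* and 5 in *Dysf-/-*. Higher in *wt* were A330074K22Rik and the proliferation marker *Mki67* (0.95, adjusted p = 0.0235), the fatty acid binding protein gene *Fabp5* (0.61), the chemokine gene *Cxcl9* (0.50) and *Scube2* (0.43). *Igfbp3*, which encodes a carrier of insulin-like growth factors, was lower (-0.60). In *Dysf-/-*, *Tnnt2*, the cardiac troponin T of developing fibres, was higher (0.43, adjusted p = 0.0477), as were the clones C530025M11Rik and 4931415C17Rik, and *Htra4* (-0.83) and *Arl1* (-0.31) were lower. At an unadjusted p under 0.05, in limma over all 18 arrays, 1542 genes passed in *wt* and 3805 in *Dysf-/-*, where 1013 are expected by chance. Fitted on the 2 groups compared alone, limma called 0 genes in either ACVR2B/Fc comparison at an adjusted p under 0.05. With the replicate number as a block it called 4 in *wt* and 87 in *Dysf-/-*. Without ACVR2B/Fc-injected *Dysf-/-* replicate 1, 574 genes were called in *Dysf-/-*, against 0 without ACVR2B/Fc-injected *Dysf-/-* replicate 2 or 3 or without *Dysf-/-* replicate 1 or 2, and 1 without *Dysf-/-* replicate 3. In *wt*, 0 were called without ACVR2B/Fc-injected *wt* replicate 3 or without *wt* replicate 3. The count for *Dysf-/-* against *wt* was 29 when fitted on these 2 groups alone, 41 without *Dysf-/-* replicate 1, 47 without *Dysf-/-* replicate 3, 37 without *wt* replicate 2 and 31 without *wt* replicate 3.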

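Across the 6 groups, 9958 genes (49.2% of those tested) differed at an adjusted p under 0.05 in limma's moderated F test. The difference of the *F66* effect between *Dysf-/-* and *wt* was itself called for 3336 genes, 1730 of them higher and 1606 lower in *Dysf-/-*. Genes whose 3 arrays of one group all lay above the 3 of the other made up 50.9% of genes for *F66;Dysf-/-* against *Dysf-/-*, 30.5% for *F66* against *wt*, 22.5% and 11.8% for ACVR2B/Fc in *Dysf-/-* and *wt*, and 13.5% for *Dysf-/-* against *wt*, where chance gives 10%. When the arrays were first centred on their medians, 70.3% of the genes called between *F66;Dysf-/-* and *Dysf-/-* were higher, against 45.2% on the deposited scale, and 79.3% between *F66* and *wt*, against 59.6%. For ACVR2B/Fc in *wt*, 5 genes were higher and 1 lower on the deposited scale, and 3 higher and 3 lower after centring. The means of the 6 groups were clustered over the 7598 genes at p under 0.01 in a one-way ANOVA of the groups; the legend of Fig. 4B gives this threshold without naming a test. With Euclidean distance and average linkage, *wt* joined ACVR2B/Fc-injected *wt* first, *Dysf-/-* joined ACVR2B/Fc-injected *Dysf-/-*, these 4 groups joined each other and then *F66*, and *F66;Dysf-/-* joined last. With 1 minus the Pearson correlation as the distance, *F66* joined *F66;Dysf-/-*.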

The differences of global gene expression patterns among the six groups were also seen in their heat maps (Fig. 4B). 

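Of 26 measured genes related to dysferlin function, 11 rose and 1 fell in *F66* against *wt*, and 11 rose and 2 fell in *F66;Dysf-/-* against *Dysf-/-* (the same counts when adjusted over the list alone). *Trim72*, which encodes the membrane repair protein MG53, had a log2 difference of 0.55 (standard error 0.066, adjusted p = 3.99e-05) in *F66* and of 0.41 (adjusted p = 0.000159) in *F66;Dysf-/-*. The tubulin gene *Tubb6* had 0.74 and 1.38, while *Tubb5* rose in *F66;Dysf-/-* (1.18, adjusted p = 6.01e-07) and had 0.20 (adjusted p = 0.264) in *F66*. The list as a whole lay above the other genes in both comparisons (camera adjusted p = 5.38e-05 in *F66* and 0.000175 in *F66;Dysf-/-*, adjusted p = 0.0352 and 0.0132 with an estimated correlation). Most macrophage and monocyte markers and most matrix genes rose in the same comparisons. Of 71 measured genes of the myostatin/TGF-β pathway, 18 rose and 6 fell in *F66* (18 and 7 when adjusted over the list alone), and 14 rose and 13 fell in *F66;Dysf-/-* (14 and 14). Higher in *F66* were *Bmp4*, a ligand (1.03, adjusted p = 1.31e-05), *Tll2*, a protease related to those that activate latent myostatin (1.00, adjusted p = 1.37e-06), and *Fstl1*, a follistatin-like secreted protein (0.80). *Wfikkn2*, which encodes an antagonist of myostatin, and *Bmpr1a*, a type I receptor, were lower (-0.49 and -0.35). In *F66;Dysf-/-*, *Tgfb1* rose by 0.87 (adjusted p = 8.78e-09), and *Tgfbr2* by 0.51, while *Wfikkn2* had -0.78. *Bmp4*, *Tll2* and *Tgfb1* differed in the *F66* effect between *Dysf-/-* and *wt*, by -0.86 (adjusted p = 0.00119), -1.12 (adjusted p = 1.03e-05) and 0.80 (adjusted p = 7.04e-06). Members of the pathway went both ways, and the list did not pass against the other genes (camera adjusted p = 0.0693 in *F66* and 0.532 in *F66;Dysf-/-*). In *Dysf-/-* against *wt*, 0 genes of the pathway (4 higher and 3 lower at an unadjusted p under 0.05) and 1 gene of the dysferlin list passed, *Dysf* itself. In both ACVR2B/Fc comparisons 0 of either list passed in limma over all genes, where Student's t-test, adjusted, called 0 genes too. At an unadjusted p under 0.05 the dysferlin list had 0 higher and 2 lower in *wt* and 5 higher and 0 lower in *Dysf-/-*, and the pathway list 5 higher and 2 lower and 12 higher and 6 lower. Adjusted over the list alone, ACVR2B/Fc called 1 dysferlin-related gene in *wt*, lower, and 0 in *Dysf-/-*, and 1 gene of the pathway in *wt* and 2 in *Dysf-/-*. The paper does not state how the members of both lists were chosen. Of the pathway genes 3, and of the dysferlin genes 2, also stand on the 23 lists written for this work. The stress genes of the study's Dataset include 5 of the dysferlin genes and 1 of the pathway genes, and its wounding genes include 4 of the dysferlin genes.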

As expected, two classes of genes that showed clear differences among the various groups were genes related to dysferlin function and genes encoding components of the myostatin/TGF-β signaling pathway (Fig. 4C and D). 

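In *F66* muscle, 6 of the 7 genes were higher than in *wt* and 1 was lower. *Myof*, the dysferlin relative myoferlin, rose from 6.49 ± 0.072 to 7.30 ± 0.15 (SD, n = 3), a log2 difference of 0.81 (standard error 0.085, adjusted p = 1.29e-05) in limma. The annexins *Anxa1* and *Anxa2*, which bind membranes in the presence of calcium, had 1.44 (standard error 0.12, adjusted p = 1.24e-06) and 0.49 (standard error 0.097, adjusted p = 0.00304). The calcium-binding proteins *S100a4* and *S100a10*, the latter a partner of annexin A2, had 1.36 (standard error 0.10, adjusted p = 4.71e-07) and 0.72 (standard error 0.12, adjusted p = 0.000918). *Capn3*, a calcium-dependent muscle protease, had -0.57 (standard error 0.18, adjusted p = 0.0487). In *F66;Dysf-/-* against *Dysf-/-*, *Myof* rose by 1.78 (standard error 0.085, adjusted p = 6.84e-10), *Anxa1* by 2.17 (standard error 0.12, adjusted p = 2e-09), *Anxa2* by 1.33 (standard error 0.097, adjusted p = 4.5e-08), *S100a4* by 0.81 (standard error 0.10, adjusted p = 1.3e-05) and *S100a10* by 0.43 (standard error 0.12, adjusted p = 0.0136), while *Capn3* fell by 1.37 (standard error 0.18, adjusted p = 2.65e-05). The transgene raised *Myof*, *Anxa1* and *Anxa2* more in *Dysf-/-* than in *wt*, by a further 0.97 (adjusted p = 5.4e-05), 0.73 (adjusted p = 0.00621) and 0.84 (adjusted p = 0.000627). It raised *S100a4* less there, by -0.55 (adjusted p = 0.0142), and the 2 backgrounds were not told apart for *S100a10* (-0.29, adjusted p = 0.295). *Dysf* had -1.71 (standard error 0.069, adjusted p = 2.11e-09) in *Dysf-/-* against *wt*, -0.02 (adjusted p = 0.839) in *F66;Dysf-/-* against *Dysf-/-* and 0.30 (adjusted p = 0.00846) in *F66* against *wt*. In *Dysf-/-* against *wt* the other 6 genes did not pass, the nearest being *Myof* at 0.36 (adjusted p = 0.0826). ACVR2B/Fc changed none of the 7 genes at the threshold in limma, with log2 differences from -0.32 for *S100a10* to 0.08 for *Dysf* in *wt* and from -0.25 for *Capn3* to 0.34 for *S100a4* in *Dysf-/-*. At an unadjusted p under 0.05, 0 higher and 1 lower passed in *wt* and 3 higher and 0 lower in *Dysf-/-*. The call of *Capn3* in *F66* ended in 7 alternatives, among them the fit on 2 groups alone (adjusted p = 0.0574), arrays centred on the median (0.0981) and leaving out 1 array, without *F66* replicate 1, 2 or 3 (0.12, 0.0847 and 0.113) and without *wt* replicate 1 or 3 (0.163 and 0.116). That of *S100a10* in *F66;Dysf-/-* ended without *F66;Dysf-/-* replicate 2 (0.0556) and without *Dysf-/-* replicate 2 (0.0744), and that of *Dysf* in *F66* on the 2 groups alone (0.0622).

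**Figure D1:**
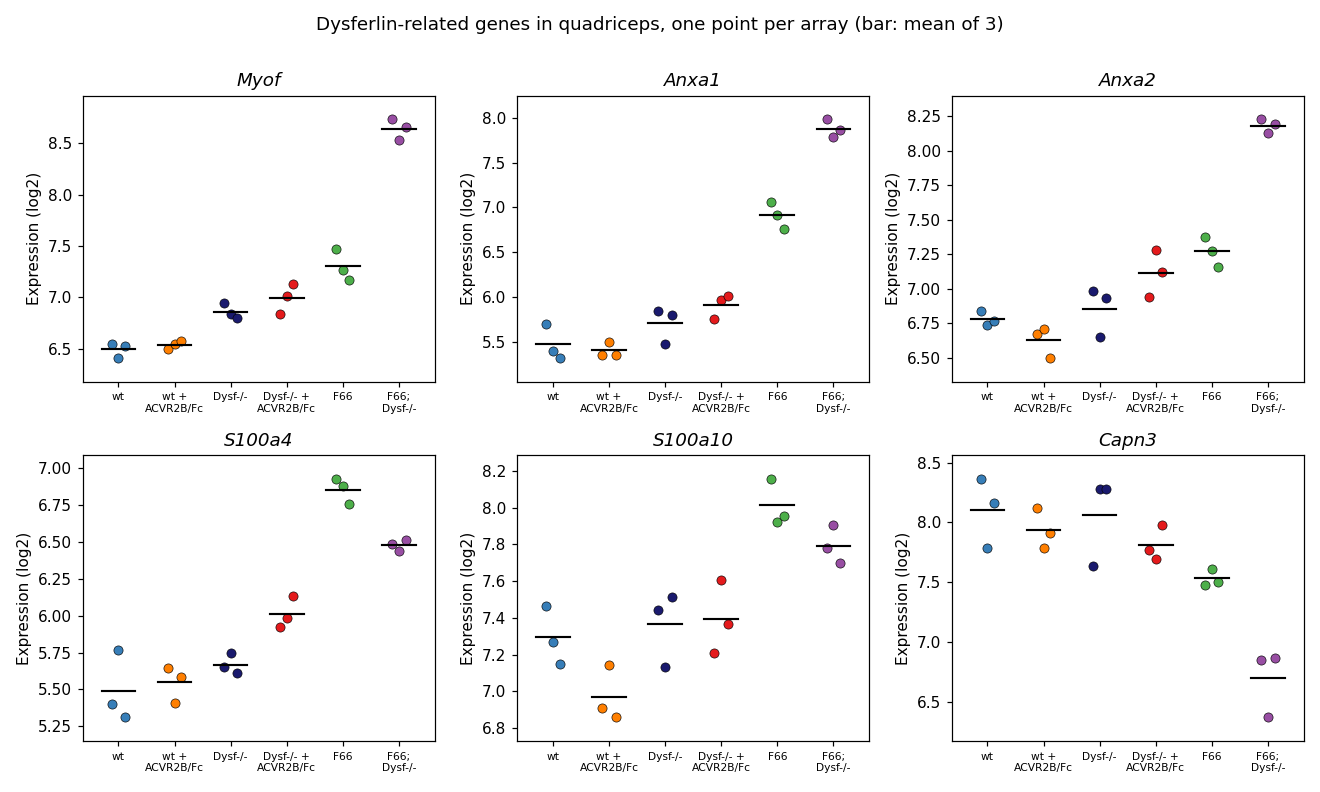
Expression on the log2 scale (vertical axis) of *Myof*, *Anxa1*, *Anxa2*, *S100a4*, *S100a10* and *Capn3* in the 6 groups (horizontal axis), with 1 point per array and a bar at the mean of the 3 arrays of a group. The vertical axes do not start at 0 and differ between genes; the 3 *F66;Dysf-/-* points of *Myof* and *Anxa1* lie above all other points, and those of *Capn3* lie below them.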

Seven genes related to dysferlin function, *Dysf, Myof, Anxa1, Anxa2, S100a4, S100a10* and *Capn3*, were visualized in Volcano plots in five different comparisons (Supplementary Material, Fig. S2); *Myof, Anxa1, Anxa2, S100a4* and *S100a10* were significantly upregulated by *Fst* overexpression while *Capn3* was significantly downregulated by *Fst* overexpression. *Mstn*, *Gdf11*, *Inha* and *Inhba* genes encode proteins that have been shown to be bound and inhibited by Fst and ACVR2B/Fc. While there was no significant change in *Dysf^−/−^* compared with *wt*, *Fst* overexpression and ACVR2B/Fc administration induced the dramatic changes of expression levels of these genes in both *Dysf^−/−^* and *wt* (Supplementary Material, Fig. S3); *Gdf11* was upregulated slightly in ACVR2B/Fc-injected *wt* and ACVR2B/Fc-injected *Dysf^−/−^* and significantly in *F66* and *F66;Dysf^−/−^*; *Mstn* was downregulated slightly in ACVR2B/Fc-injected *Dysf^−/−^* compared with *Dysf^−/−^* and significantly in *F66;Dysf^−/−^* compared with *Dysf^−/−^*. 

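In *F66* against *wt*, *Gdf11*, a close relative of myostatin, had a log2 difference of 1.35 (standard error 0.099, adjusted p = 4.44e-07). *Inha* and *Inhba*, which encode the inhibin α and activin A subunits, had 1.08 (standard error 0.13, adjusted p = 5.37e-05) and 1.16 (standard error 0.21, adjusted p = 0.00147). *Mstn* itself had 0.47 (standard error 0.10, adjusted p = 0.00474), from 10.72 ± 0.15 to 11.20 ± 0.072 (SD, n = 3). In *F66;Dysf-/-* against *Dysf-/-*, *Gdf11* rose by 0.77 (standard error 0.099, adjusted p = 1.78e-05) and *Mstn* fell by 0.94 (standard error 0.10, adjusted p = 2.75e-06), while *Inha* had 0.34 (adjusted p = 0.059) and *Inhba* 0.22 (adjusted p = 0.435). The *F66* effect differed between *Dysf-/-* and *wt* by -1.41 (adjusted p = 8.65e-06) for *Mstn*, -0.57 (adjusted p = 0.0102) for *Gdf11*, -0.74 (adjusted p = 0.0134) for *Inha* and -0.94 (adjusted p = 0.0414) for *Inhba*. The call of *Inhba* ended without any 1 *F66* or *F66;Dysf-/-* array, without *Dysf-/-* replicate 2 or 3 and without *wt* replicate 3 (adjusted p = 0.0545 to 0.103), and with the replicate block (0.056). With ACVR2B/Fc, *Gdf11* had 0.28 (standard error 0.099, adjusted p = 0.468) in *wt* and 0.25 (standard error 0.099, adjusted p = 0.21) in *Dysf-/-*. *Mstn* had 0.17 (standard error 0.10, adjusted p = 0.76) in *wt* and -0.18 (standard error 0.10, adjusted p = 0.341) in *Dysf-/-*. *Inha* had 0.22 (adjusted p = 0.768) and 0.39 (adjusted p = 0.158), and *Inhba* 0.05 (adjusted p = 0.985) and -0.12 (adjusted p = 0.77), so that 0 of the 4 genes passed in limma. At an unadjusted p under 0.05, 1 higher and 0 lower passed in *wt* and 2 higher and 0 lower in *Dysf-/-*. In *Dysf-/-* against *wt* 0 passed, with or without adjustment, with log2 differences of -0.11 for *Mstn*, -0.06 for *Gdf11*, -0.07 for *Inha* and 0.15 for *Inhba*. The row of *Fst* had 0.41 (standard error 0.13, adjusted p = 0.0449) in *F66* and 0.58 (standard error 0.13, adjusted p = 0.00263) in *F66;Dysf-/-*; whether its probes read the transgene was not analysed here. Another row of *Gdf11*, the one that the study's Dataset gives and chosen after seeing the data, had a log2 difference of 2.79 in *F66* and 1.68 in *F66;Dysf-/-*. With ACVR2B/Fc that row had 0.68 in *wt* (adjusted p = 0.643) and 0.43 in *Dysf-/-* (adjusted p = 0.479). The call of *Fst* in *F66* ended on the 2 groups alone (adjusted p = 0.082) and without *F66* replicate 1 or 3 or any 1 *wt* array (0.0521 to 0.18), and *Inha* in *F66;Dysf-/-* passed on the 2 groups alone (0.0148), with dim genes left out (0.0468), centred arrays (0.0307) or array weights (0.0323).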

The full list of genes with fold changes is given in Supplementary Material, Table S8.

**Figure 4.**
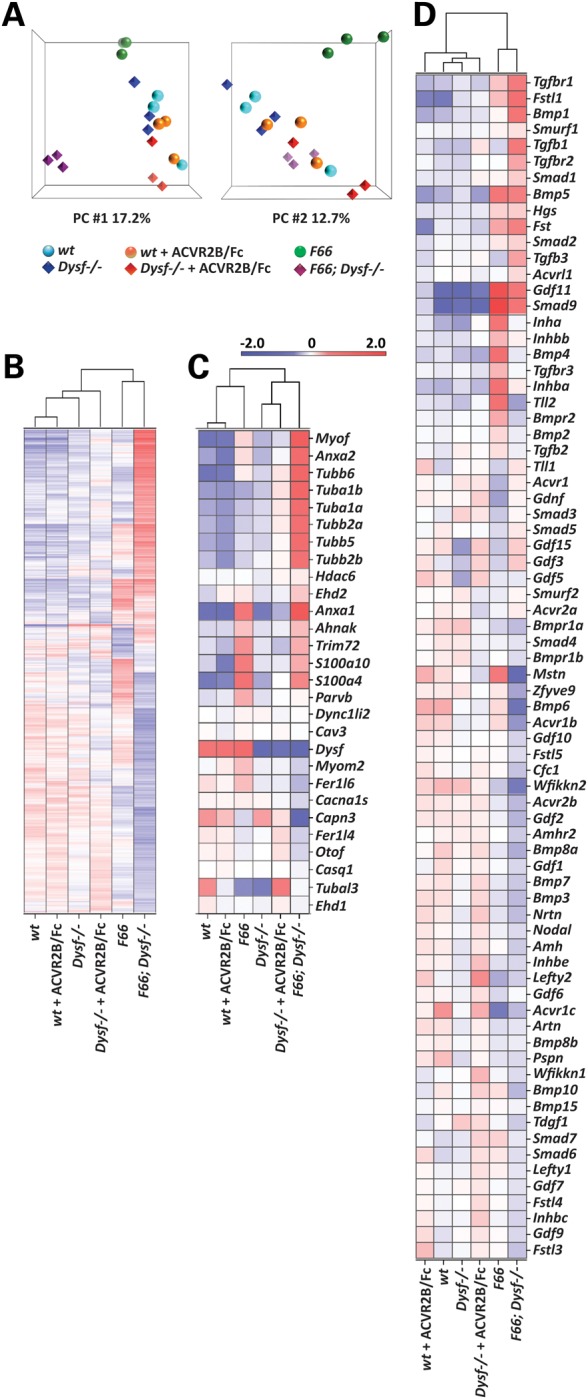
Analysis of global gene expression patterns in *wt, Dysf^−/−^, F66*, *F66; Dysf^−/−^* and ACVR2B/Fc-injected *wt* and *Dysf^−/−^* mice. (**A**) PCA mapping analysis. Affymetrix Mouse Exon 1.0 ST arrays were hybridized in three biologically independent experiments with RNA from quadriceps muscles of *wt* (blue circle)*, Dysf^−/−^* (blue diamond)*, F66* (green circle), *F66;Dysf^−/−^* (purple diamond) mice and ACVR2B/Fc-injected *wt* (orange circle) and *Dysf^−/−^* (red diamond) mice (three replicates in six different groups: 18 samples). Note that *F66;Dysf^−/−^* and *F66* groups are well segregated from each other and from the other remaining groups in PCA mappings. First component (PC # 1) and second component (PC # 2) data are shown. (**B**) Heat map corresponding to differentially expressed genes (*P* < 0.01). Data represent averages of three independent experiments in red (enriched) or blue (depleted). (**C**) Heat map corresponding to genes related to dysferlin function*.* Relative expression levels (fold change compared to *wt*) are shown in Supplementary Material, Table S8. (**D**) Heat map corresponding to genes encoding components of the myostatin/TGF-β signaling pathway. Relative expression levels (fold change compared to *wt*) are shown in Supplementary Material, Table S8.

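Of 23 measured inflammasome and cytokine genes, 8 rose and 0 fell in *F66* against *wt* (8 and 0 when adjusted over the list alone), and 17 rose and 0 fell in *F66;Dysf-/-* against *Dysf-/-* (18 and 0). *Tlr7*, a receptor of RNA in endosomes, had 1.13 and 2.02, and in *F66;Dysf-/-* the chemokine gene *Ccl8* rose by 2.51 (adjusted p = 1.92e-09) and *Il1rn*, the interleukin-1 receptor antagonist, by 1.79. Of 14 complement genes, 10 rose and 0 fell in *F66* (11 and 1) and 13 rose and 1 fell in *F66;Dysf-/-* (13 and 1), with *C1qc* at 1.84 and the integrin gene *Itgb2* at 2.38; 4 of these genes are also macrophage markers. Of 21 cell cycle genes, 6 rose and 0 fell in *F66* (11 and 0) and 19 rose and 0 fell in *F66;Dysf-/-* (19 and 0), among them the topoisomerase gene *Top2a* (1.36, adjusted p = 3.62e-10) and *Mki67* (2.23). Of 17 neuromuscular junction and denervation genes, 7 rose and 0 fell in *F66* (9 and 0), led by *Chrne*, the ε subunit of the adult acetylcholine receptor (1.73, adjusted p = 1.78e-07). In *F66;Dysf-/-* 12 rose and 0 fell (12 and 1), among them the transcription factor gene *Runx1* (1.74), *Chrna1*, the α subunit of the acetylcholine receptor (1.66), and the adhesion molecule gene *Ncam1* (1.55). Of these genes, 4 are also on the list of regenerating fibre genes. Of 18 muscle atrophy genes, 6 rose and 0 fell in *F66* (9 and 0), with *Gadd45a*, a stress-response gene, at 1.45 (adjusted p = 2.27e-07) and the metallothionein gene *Mt2* at 1.80, and 7 rose and 2 fell in *F66;Dysf-/-* (7 and 2). The macrophage and monocyte markers rose in the same comparisons, 18 of 23 in *F66* and 23 of 23 in *F66;Dysf-/-*.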

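By camera, cytokine genes lay above the other genes at adjusted p = 0.00125 in *F66* (adjusted p = 0.113 with an estimated correlation) and 1.65e-14 in *F66;Dysf-/-*, and complement genes at 1.25e-07 and 1.33e-12. Cell cycle genes lay above them at 2.15e-05 (adjusted p = 0.106 with an estimated correlation) and 6.56e-19, neuromuscular junction genes at 1.61e-06 and 4.19e-09, and atrophy genes at 2.15e-05 in *F66* and 0.144 in *F66;Dysf-/-*. With an estimated correlation the complement and atrophy calls in *F66* held at 0.0352 and 0.0352, and the junction call at 0.0397; in *F66;Dysf-/-* the calls of cytokine, complement, cell cycle and junction genes held at 0.00695, 0.00804, 0.00748 and 0.0132. Of 15 immediate early and heat shock genes, 6 rose in *F66* (8 when adjusted over the list alone), with *Egr1* at 1.25 and *Hspb1* at 1.16 (camera adjusted p = 2.3e-05; adjusted p = 0.16 with an estimated correlation), and 4 rose and 1 fell in *F66;Dysf-/-*. Of 18 dystrophin complex and sarcolemma genes, 7 rose in *F66* (9), with the laminin gene *Lama2* at 0.74 (camera adjusted p = 3.77e-05; adjusted p = 0.0958 with an estimated correlation), and 9 rose and 2 fell in *F66;Dysf-/-* (10 and 5). BMP and SMAD target genes (16 measured) did not pass as a list, with 3 up and 0 down in *F66* and 3 up and 1 down in *F66;Dysf-/-*. The 17 calcium handling genes went both ways, 3 up and 1 down in *F66* and 4 up and 4 down in *F66;Dysf-/-*.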

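With ACVR2B/Fc in *wt*, 1 of the 21 cell cycle genes rose, *Mki67* (8 when adjusted over the list alone), with a list median of 0.19 on the log2 scale (camera adjusted p = 5.12e-11; adjusted p = 0.107 with an estimated correlation). Slow fibre genes had a median of -0.24 with 0 of 10 changed in limma and 0 higher and 3 lower at an unadjusted p under 0.05 (camera adjusted p = 0.00103; adjusted p = 0.463 with an estimated correlation). In *Dysf-/-*, 0 cell cycle genes passed in limma (7 rose when adjusted over the list alone, and 13 higher and 0 lower had an unadjusted p under 0.05), with a median of 0.20, and 0 of 14 complement genes (6, and 6 higher and 1 lower), with a median of 0.26. Their camera adjusted p-values were 9.33e-06 and 0.00706, and with an estimated correlation the adjusted p = 0.35 for both. Slow fibre genes had a median of -0.20 in *Dysf-/-* (camera adjusted p = 0.0179; adjusted p = 0.508 with an estimated correlation). No list kept its call with an estimated correlation in either ACVR2B/Fc comparison. The direction of the cell cycle and complement lists in *Dysf-/-* held by fry of limma, which asks only whether a list moves to one side on balance (adjusted p = 0.0143 and 0.0301). Of the complement genes, 4 are also macrophage markers, and the macrophage list too had a positive median with ACVR2B/Fc in *Dysf-/-*.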

Biological processes altered by either *Fst* overexpression or ACVR2B/Fc treatment were detected by Gene ontology (GO) analysis (Supplementary Material, Table S9). 

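The study's Dataset marks 205 gene symbols as response to stress, of which 179 were tested here. In *Dysf-/-* against *wt*, 17 of them rose and 2 fell (70 and 5 when adjusted over the list alone), with a median log2 difference of 0.21 and 161 of the 179 above 0. ACVR2B/Fc raised 1 in *wt* (4 up and 2 down when adjusted over the list alone). In *Dysf-/-* it raised 0 at an adjusted p under 0.05 in limma over all genes (46 up and 1 down over the list alone, 73 higher and 2 lower at an unadjusted p under 0.05), with a median of 0.18 and 159 of the 179 above 0. Each transcript cluster of the Dataset, from which the list comes, has p under 0.01 over the 6 groups and is changed more than 2-fold between *F66;Dysf-/-* and *wt*, 800 higher and 154 lower in *F66;Dysf-/-*. Of these, 116 differ more than 2-fold between *F66* and *wt*, 64 between ACVR2B/Fc-injected *Dysf-/-* and *wt*, and 44 between *Dysf-/-* and *wt*. The list was chosen on these samples, and its counts are not independent evidence of a direction. It holds 13 of the macrophage and monocyte markers, 9 of the cytokine genes, 6 of the complement genes and 6 of the matrix genes listed here.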

The differential expression patterns of genes involved in processes related to response to stress were observed and shown in their heat maps (Fig. 5; for additional details, see Supplementary Material, Dataset). *Fst* overexpression in both *wt* and *Dysf^−/−^* background dramatically changed the expression pattern of genes related to response to stress (Fig. 5A). 

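Of the 179 tested genes of the response to stress, 95 rose and 9 fell in *F66* against *wt* (111 and 11 when adjusted over the list alone), and 165 rose and 12 fell in *F66;Dysf-/-* against *Dysf-/-* (165 and 12). The median log2 difference was 0.37 in *F66* and 1.23 in *F66;Dysf-/-*. The transgene's effect was larger in *Dysf-/-* than in *wt* for 135 of these genes and smaller for 7 at an adjusted p under 0.05 for the difference of the effects in limma, with a median difference of 0.88. Within the list, the elastase gene *Mmp12* rose by 3.13 (adjusted p = 4.03e-10) and the oxidase subunit gene *Cybb* by 3.00 (adjusted p = 5.23e-10) in *F66;Dysf-/-*. The list was chosen on these arrays, and each transcript cluster of the Dataset differs more than 2-fold between *F66;Dysf-/-* and *wt*, so neither count is independent evidence. In the same comparisons the macrophage and monocyte markers had median log2 differences of 0.75 and 2.02. Clustered over the 231 transcript clusters of this list by Euclidean distance, the group means put *F66;Dysf-/-* apart from the other 5 groups. The choice of the list by the difference between *F66;Dysf-/-* and *wt* favours that result. With 1 minus the Pearson correlation, *F66* and *F66;Dysf-/-* joined each other.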

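In *F66;Dysf-/-* against *Dysf-/-*, 64 of 65 tested genes of the inflammatory response rose and 1 fell, and 62 of 66 genes of the response to wounding rose and 3 fell, with median log2 differences of 1.53 and 1.23 over the transcript clusters of each list. In ACVR2B/Fc-injected *Dysf-/-* against *Dysf-/-*, 0 genes of either list passed in limma over all genes; at an unadjusted p under 0.05, 28 higher and 1 lower passed on the inflammatory list and 28 higher and 0 lower on the wounding list. Adjusted over the list alone, 19 inflammatory genes rose and 0 fell, and 16 wounding genes rose and 0 fell, with log2 differences above 0 for 61 of 65 and 61 of 66 genes and medians of 0.18 for both lists. In *F66* against *wt*, 35 inflammatory genes rose and 3 fell (41 and 3 when adjusted over the list alone) and 41 wounding genes rose and 2 fell (43 and 4). Both lists were chosen on these samples, share 30 genes and lie wholly within the stress list, so their counts are not independent evidence. The macrophage and monocyte markers had a median of 0.35 in ACVR2B/Fc-injected *Dysf-/-* against *Dysf-/-*.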

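Both changes are taken against the same 3 *Dysf-/-* arrays. Across the transcript clusters of the inflammatory list, the 2 changes correlated with Pearson's r of 0.651 and Spearman's rho of 0.604, and across those of the wounding list with 0.618 and 0.505. Groups with no effect were simulated 100 times from the spread within groups, together with shared controls that were simulated too. They gave a mean r of 0.517 (-0.438 to 0.872) and 0.498 (-0.57 to 0.895), and 35 and 43 of the 100 reached the observed r. Neither simulated group had an effect, while *F66;Dysf-/-* did differ from *Dysf-/-*. The observed and simulated r are therefore not alike, and these shares do not decide whether the 2 changes resemble each other. The covariance was 0.0729 for the inflammatory list, against a simulated mean of 0.00733 and a highest of 0.0242. For the wounding list it was 0.0815, against a mean of 0.00779 and a highest of 0.0245. It thus lay above all 100 simulations for both lists, which were chosen on these samples. The simulations hold no *F66* effect, and such an effect can widen the spread of the covariance. The covariance therefore does not decide either whether the 2 changes resemble each other. Over all 20259 genes r was 0.298, against a simulated 0.522. Genes are not independent replicates, and these values are across genes. Without ACVR2B/Fc-injected *Dysf-/-* replicate 3 the r fell to 0.454 and 0.424. In the clustering of group means by Euclidean distance, *F66;Dysf-/-* joined last for both lists. The choice of the lists by the difference between *F66;Dysf-/-* and *wt* favours that result. With 1 minus the Pearson correlation *F66;Dysf-/-* joined ACVR2B/Fc-injected *Dysf-/-* for the inflammatory list, and *Dysf-/-* and ACVR2B/Fc-injected *Dysf-/-* for the wounding list.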

Hypertrophy induced by either *Fst* overexpression or ACVR2B/Fc treatment in *Dysf^−/−^* background resulted in similar expression patterns of genes related to inflammatory responses (Fig. 5B) and response to wounding (Fig. 5C), consistent with the important membrane repair function of dysferlin. Hence, the differences that we observed on muscle mass and histopathology among the various experimental groups were clearly reflected in the differential expression patterns of genes related to altered biological processes.

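Macrophage, matrix and regeneration genes rose in *F66;Dysf-/-* muscle above *Dysf-/-*, in *F66* above *wt*, and, in smaller numbers, in *Dysf-/-* above *wt*. Of 23 macrophage and monocyte markers, 10 rose and 0 fell in *Dysf-/-* against *wt* (18 and 0 when adjusted over the list alone), 18 rose in *F66* against *wt* (19) and 23 rose in *F66;Dysf-/-* against *Dysf-/-* (23). *Adgre1*, which encodes a surface receptor of macrophages, had 0.90 (standard error 0.12, adjusted p = 0.00215), 1.44 (adjusted p = 1.63e-06) and 2.86 (adjusted p = 3.36e-10). *Gpnmb* rose by 3.34 (adjusted p = 9.89e-10) in *F66;Dysf-/-*. Of 24 extracellular matrix and fibrosis genes, 2 rose in *Dysf-/-* (12), 19 rose and 1 fell in *F66* (22 and 2) and 24 rose in *F66;Dysf-/-* (24), and the collagen gene *Col3a1* had 1.17 (adjusted p = 1.44e-06) in *F66* and 1.65 (adjusted p = 4.42e-09) in *F66;Dysf-/-*. Of 17 regenerating fibre and myoblast genes, 1 rose in *Dysf-/-* (3), 4 in *F66* (7) and 14 in *F66;Dysf-/-* (16), among them *Myog*, which encodes myogenin (1.72, adjusted p = 4.1e-08), and *Tnnt2* (1.71).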

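The *F66* effect was larger in *Dysf-/-* than in *wt* for 21 macrophage markers and smaller for 1 (median difference 0.99 on the log2 scale), for 12 of 17 regenerating fibre genes (median 0.79) and for 12 of 24 matrix genes (median 0.45), by the limma test of the difference itself. These 3 lists passed camera in each comparison above (adjusted p from 2.04e-30 to 0.000616). With an estimated correlation the macrophage list gave adjusted p = 0.0714 in *Dysf-/-*, 0.0397 in *F66*, 0.0132 in *F66;Dysf-/-* and 0.0486 for the difference; the matrix list gave adjusted p = 0.102, 0.0611, 0.0252 and 0.238, and the regenerating fibre list adjusted p = 0.0768, 0.136, 0.00748 and 0.0263, in the same order. In ACVR2B/Fc-injected *Dysf-/-* against *Dysf-/-*, 0 macrophage markers passed in limma (14 rose when adjusted over the list alone), 0 matrix genes (1) and 1 regenerating fibre gene (7), with list medians of 0.35, 0.14 and 0.19; with an estimated correlation none of the 3 lists passed (adjusted p = 0.35, 0.632 and 0.35). All 23 macrophage markers measured lie above the median of all rows. The paper puts side by side the stress genes, which changed with Fst overexpression on both backgrounds, and the inflammatory and wounding genes, whose patterns it describes as similar after either treatment of *Dysf-/-* mice and relates to the membrane repair function of dysferlin (Fig. 5). From these patterns it concludes that the effects on muscle mass and histopathology are reflected in gene expression.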

**Figure 5.**
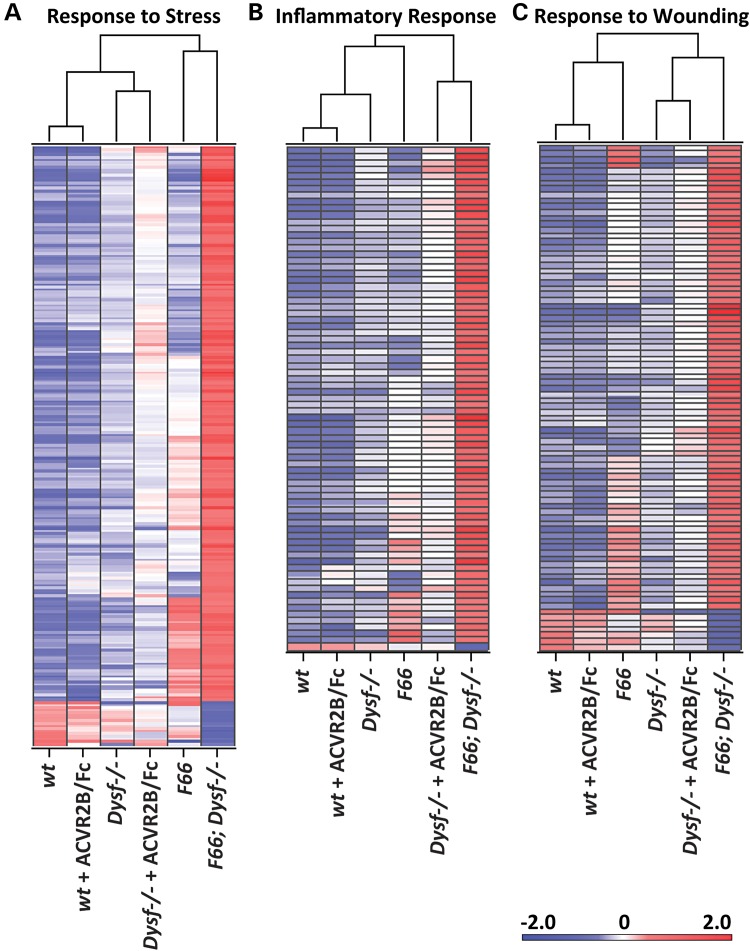
Heat maps of enriched top biological processes from GO analysis. (**A**) Heat map corresponding to response to stress (205 genes). Note that *F66* and *F66;Dysf^−/−^* are grouped together. (**B**) Heat map corresponding to inflammatory response (73 genes). Note that ACVR2B/Fc-injected *Dysf^−/−^* and *F66;Dysf^−/−^* are grouped together. (**C**) Heat map corresponding to response to wounding (73 genes). Note that *Dysf^−/−^*, ACVR2B/Fc-injected *Dysf^−/−^* and *F66;Dysf^−/−^* are grouped together. Data represent averages of three independent experiments in red (enriched) or blue (depleted). GO analysis was conducted for significantly differentially expressed genes (fold change >2.0 and *P* < 0.01), and enriched top biological processes are shown in Supplementary Material, Table S9. List of genes in each biological process with relative expression levels (fold change compared with *wt*) is shown in Supplementary Material, Dataset.

## Discussion

The identification of myostatin as a negative regulator of skeletal muscle mass has generated considerable interest in the possibility that targeting the myostatin pathway may be an effective strategy to enhance muscle growth and function in patients with muscle loss. Indeed, the potential benefits of myostatin inhibition have been documented in numerous models of muscle wasting and degeneration in mice (for review, see ref. 8), and there are now several studies that have reported that myostatin inhibition can increase lean body mass and improve muscle function in humans as well (25–27). In this respect, a number of myostatin inhibitors are currently being tested in Phase II/III clinical trials for a variety of indications characterized by muscle loss, including cancer, hip replacement surgery, age-related sarcopenia, end-stage renal disease, chronic obstructive pulmonary disease and inclusion body myositis (see clinicaltrials.gov).

Although increasing muscle growth in these disease settings may provide short-term benefit, there are potential long-term concerns about the use of this therapeutic strategy. One theoretical concern is that inducing muscle hypertrophy may promote muscle damage by increasing stress on myofibers. Although this effect may be inconsequential under normal conditions, the increased damage to fibers might accelerate disease progression when muscle fibers are already fragile, for example, as a result of genetic loss of key structural components in the case of muscular dystrophy. Here, we have presented results of studies in which we have attempted to address this possibility by analyzing the effect of blocking myostatin signaling in mice lacking dysferlin. Because studies have shown that dysferlin is likely involved in Ca^2+^-dependent membrane repair of damaged skeletal muscle fibers (19,28,29), we reasoned that potential detrimental effects of myostatin inhibition in terms of increasing muscle fiber stress and damage might be more pronounced in *Dysf^−/−^* mice. Our results show that myostatin inhibition does, in fact, accelerate muscle degeneration in *Dysf^−/−^* mice and suggest that the anabolic effects of myostatin inhibition may come at the expense of additional damage to muscle fibers.

It will be important to weigh these potential adverse effects against the beneficial effects seen with myostatin inhibition not only on muscle growth but also on histopathology, such as decreased fibrosis. In mice in which myostatin signaling was blocked by Fst transgene expression, the massive initial muscle hypertrophy was clearly outweighed by the subsequent detrimental effects leading to accelerated muscle degeneration. In mice treated with ACVR2B/Fc, however, the beneficial effects on muscle mass and histopathology were significant, with the only evidence of adverse effects being the elevated CK levels. In this regard, the beneficial effects of ACVR2B/Fc administration to *Dysf^−/−^* mice were observed even in mice at 14 months of age (Supplementary Material, Table S6). Further studies using a variety of different myostatin inhibitors, treatment timing/durations, and doses will be essential in determining whether the beneficial effects of myostatin inhibition can be achieved while minimizing the potential detrimental effects. It will also be critical to conduct these types of studies not only in the setting of chronic muscle degenerative diseases but also in clinical settings characterized by more acute muscle loss, in which the fragility and structural integrity of the muscle fibers may not be as important an issue.

## Materials and Methods

### Mice

*F66* transgenic mice that express *Fst* under the myosin light chain promoter have been described previously (20). Because the *F66* transgene is located on the Y chromosome, we focused all of our analysis on male mice. To analyze the effect of *F66* in *Dysf^−/−^* mice, *F66* transgenic mice were mated with *Dysf^−/−^* mice. *F66;Dysf^+/−^* males from this cross were mated to *Dysf^+/−^* females obtain *F66;Dysf^−/−^* and *F66;Dysf^+/+^* males. As the *mdx* mutation in *mdx* mouse is X chromosome-linked, *F66;mdx* male mice were generated from matings between *F66* males and *mdx* females. All mice were maintained on a C57BL/6 background.

### ACVR2B/Fc purification and injection

ACVR2B/Fc is a soluble form of the activin type IIB receptor (ACVR2B) in which the extracellular ligand binding domain was fused to the mouse IgG2a Fc domain (ACVR2B/Fc) to enhance stability *in vivo* (24). ACVR2B/Fc protein expression from the stable Chinese hamster ovary (CHO) cells was induced with 100 nm Cadmium in serum-free EX-CELL™ 325 PF CHO media (Sigma, St Louis, MO, USA), and ACVR2B/Fc protein was purified from the conditioned medium using protein A Sepharose. Male C57BL/6 (*wt*) and *Dysf^−/−^* mice beginning at either 6 weeks or 7 months of age were given four weekly intraperitoneal (i.p.) injections of either ACVR2B/Fc (10 mg kg^−1^, i.e. 200 μg per injection for 6-week-old mice and 250 μg per injection for 7-month-old mice) or PBS.

### Muscle weight and histopathologic analysis

For measurement of muscle weights, pectoralis, triceps, quadriceps and gastrocnemius muscles from both sides of mice aged from 4 weeks to 8 months were dissected, and the average weight was used for each muscle. For histopathologic analysis, the harvested quadriceps muscles were snap frozen in isopentene cooled in liquid nitrogen, and 10 µm frozen cross-sections were taken from the right quadriceps and subjected to hematoxylin/eosin (H&E), von Kossa (to highlight calcified fibers) and Masson's trichrome staining (to highlight areas of fibrosis). Images were acquired with a ×20 objective using a Zeiss AxioCam MRc5 microscope in combination with AxioVision 4.8 software.

### Evans blue dye uptake

To detect plasma membrane disruption, 10 µl per 1 g of body weight of sterile EBD (5 mg/ml in PBS) was injected intraperitoneally into 10-week-old mice 2 days before harvesting. Abdominal, quadriceps, gastrocnemius/soleus, gluteus/hamstring and triceps muscles were dissected, minced and incubated in formamide at 55°C for 2 h, and the supernatant absorbances were measured at 620 nm in a spectrophotometer.

### Isolated muscle mechanics

Mice were anesthetized with ketamine/xylazine, and muscles were removed and prepared as previously described (30). Isolated muscle mechanics, including isometric tetanic force as well as susceptibility to eccentric contractile injury, were performed on the extensor digitorum longus (EDL). Specific force was measured as force per cross-section area (*n* = 3 per age and genotype).

### Transmission electron microscopy

Quadriceps muscles of 10-week-old mice were fixed with 2% glutaraldehyde and 2% formaldehyde in 0.1 m cacodylate buffer (pH 7.4), and post-fixed with 1% osmium tetroxide in 0.1 m cacodylate buffer. Fixed samples were en bloc stained with 2% uranyl acetate, dehydrated through series of ethanol and propylene oxide, and embedded in EMbed-812 resin. Ultrathin sections were cut and stained with uranyl acetate and lead citrate. Photographs were taken through the Philips BioTwin CM120 electron microscope.

### Microarray analysis

Total RNA was extracted from quadriceps muscles of 10-week-old *wt, Dysf^−/−^, F66*, *F66; Dysf^−/−^*, and ACVR2B/Fc-injected *wt* and *Dysf^−/−^* mice (six different groups), and three biological replicates were set up for each group. Affymetrix Mouse Exon 1.0 ST arrays were hybridized with extracted RNA (three replicates in six different groups, 18 samples) at the Johns Hopkins Microarray Core Facility. Microarray data were visualized by PCA mapping, volcano plots and heat maps. GO (www.geneontology.org) analysis was conducted for significantly differentially expressed genes (fold change >2.0 and *P* < 0.01) using the Spotfire analytic platform (31). Raw microarray data have been deposited in the Gene Expression Omnibus database (GSE62945).

### Statistical analysis

All values are presented as mean ± SEM from at least three independent experiments unless otherwise stated. An unpaired two-tailed Student's *t-*test and one-way ANOVA were performed for statistical analyses with two groups and more than two groups, respectively. *P* < 0.05 was considered significant.

### Study approval

Mice were handled and housed according to the approved Institutional Animal Care and Use Committee (IACUC) protocols MO12M07 and MO13M283 of the Johns Hopkins Medical Institutions. All animal studies were approved by the IACUC of the Johns Hopkins Medical Institutions.

## Supplementary Material

Supplementary material is available at *HMG* online.

## Funding

This work was supported by the National Institutes of Health (R01AR059685 to S.-J.L., R01AR060636 to S.-J.L., P01NS0720027 to E.M.M.) and the Jain Foundation (to S.-J.L.). S.-J.L. was supported by Lawrence Ellison Foundation Senior Scholar in Aging Award AG-SS-2678-11 and by generous gifts from Michael and Ann Hankin, Partners of Brown Advisory, and James and Julieta Higgins. Funding to pay the Open Access publication charges for this article was provided by Lawrence Ellison Foundation Senior Scholar in Aging Award AG-SS-2678-11.

## Supplementary Material

Supplementary Data

# Supplementary material for: Muscle hypertrophy induced by myostatin inhibition accelerates degeneration in dysferlinopathy
**Source:** Hum Mol Genet. 2015 Jul 23;24(20):5711–9. doi: 10.1093/hmg/ddv288
**Supplement:** Supplementary Data

Muscle hypertrophy induced by myostatin inhibition accelerates degeneration in dysferlinopathy — Muscle hypertrophy induced by myostatin inhibition accelerates degeneration in dysferlinopathy — Supplementary Data 

# Muscle hypertrophy induced by myostatin inhibition accelerates degeneration in dysferlinopathy

## Supplementary Data

Supplementary Data

- Supplementary Data - Docx file
- Supplementary Dataset - xlsx file

# Supplementary material for: Muscle hypertrophy induced by myostatin inhibition accelerates degeneration in dysferlinopathy
**Source:** Hum Mol Genet. 2015 Jul 23;24(20):5711–9. doi: 10.1093/hmg/ddv288
**Supplement:** Supplementary Data

**Supplementary Material**

**Supplementary Figures**

**
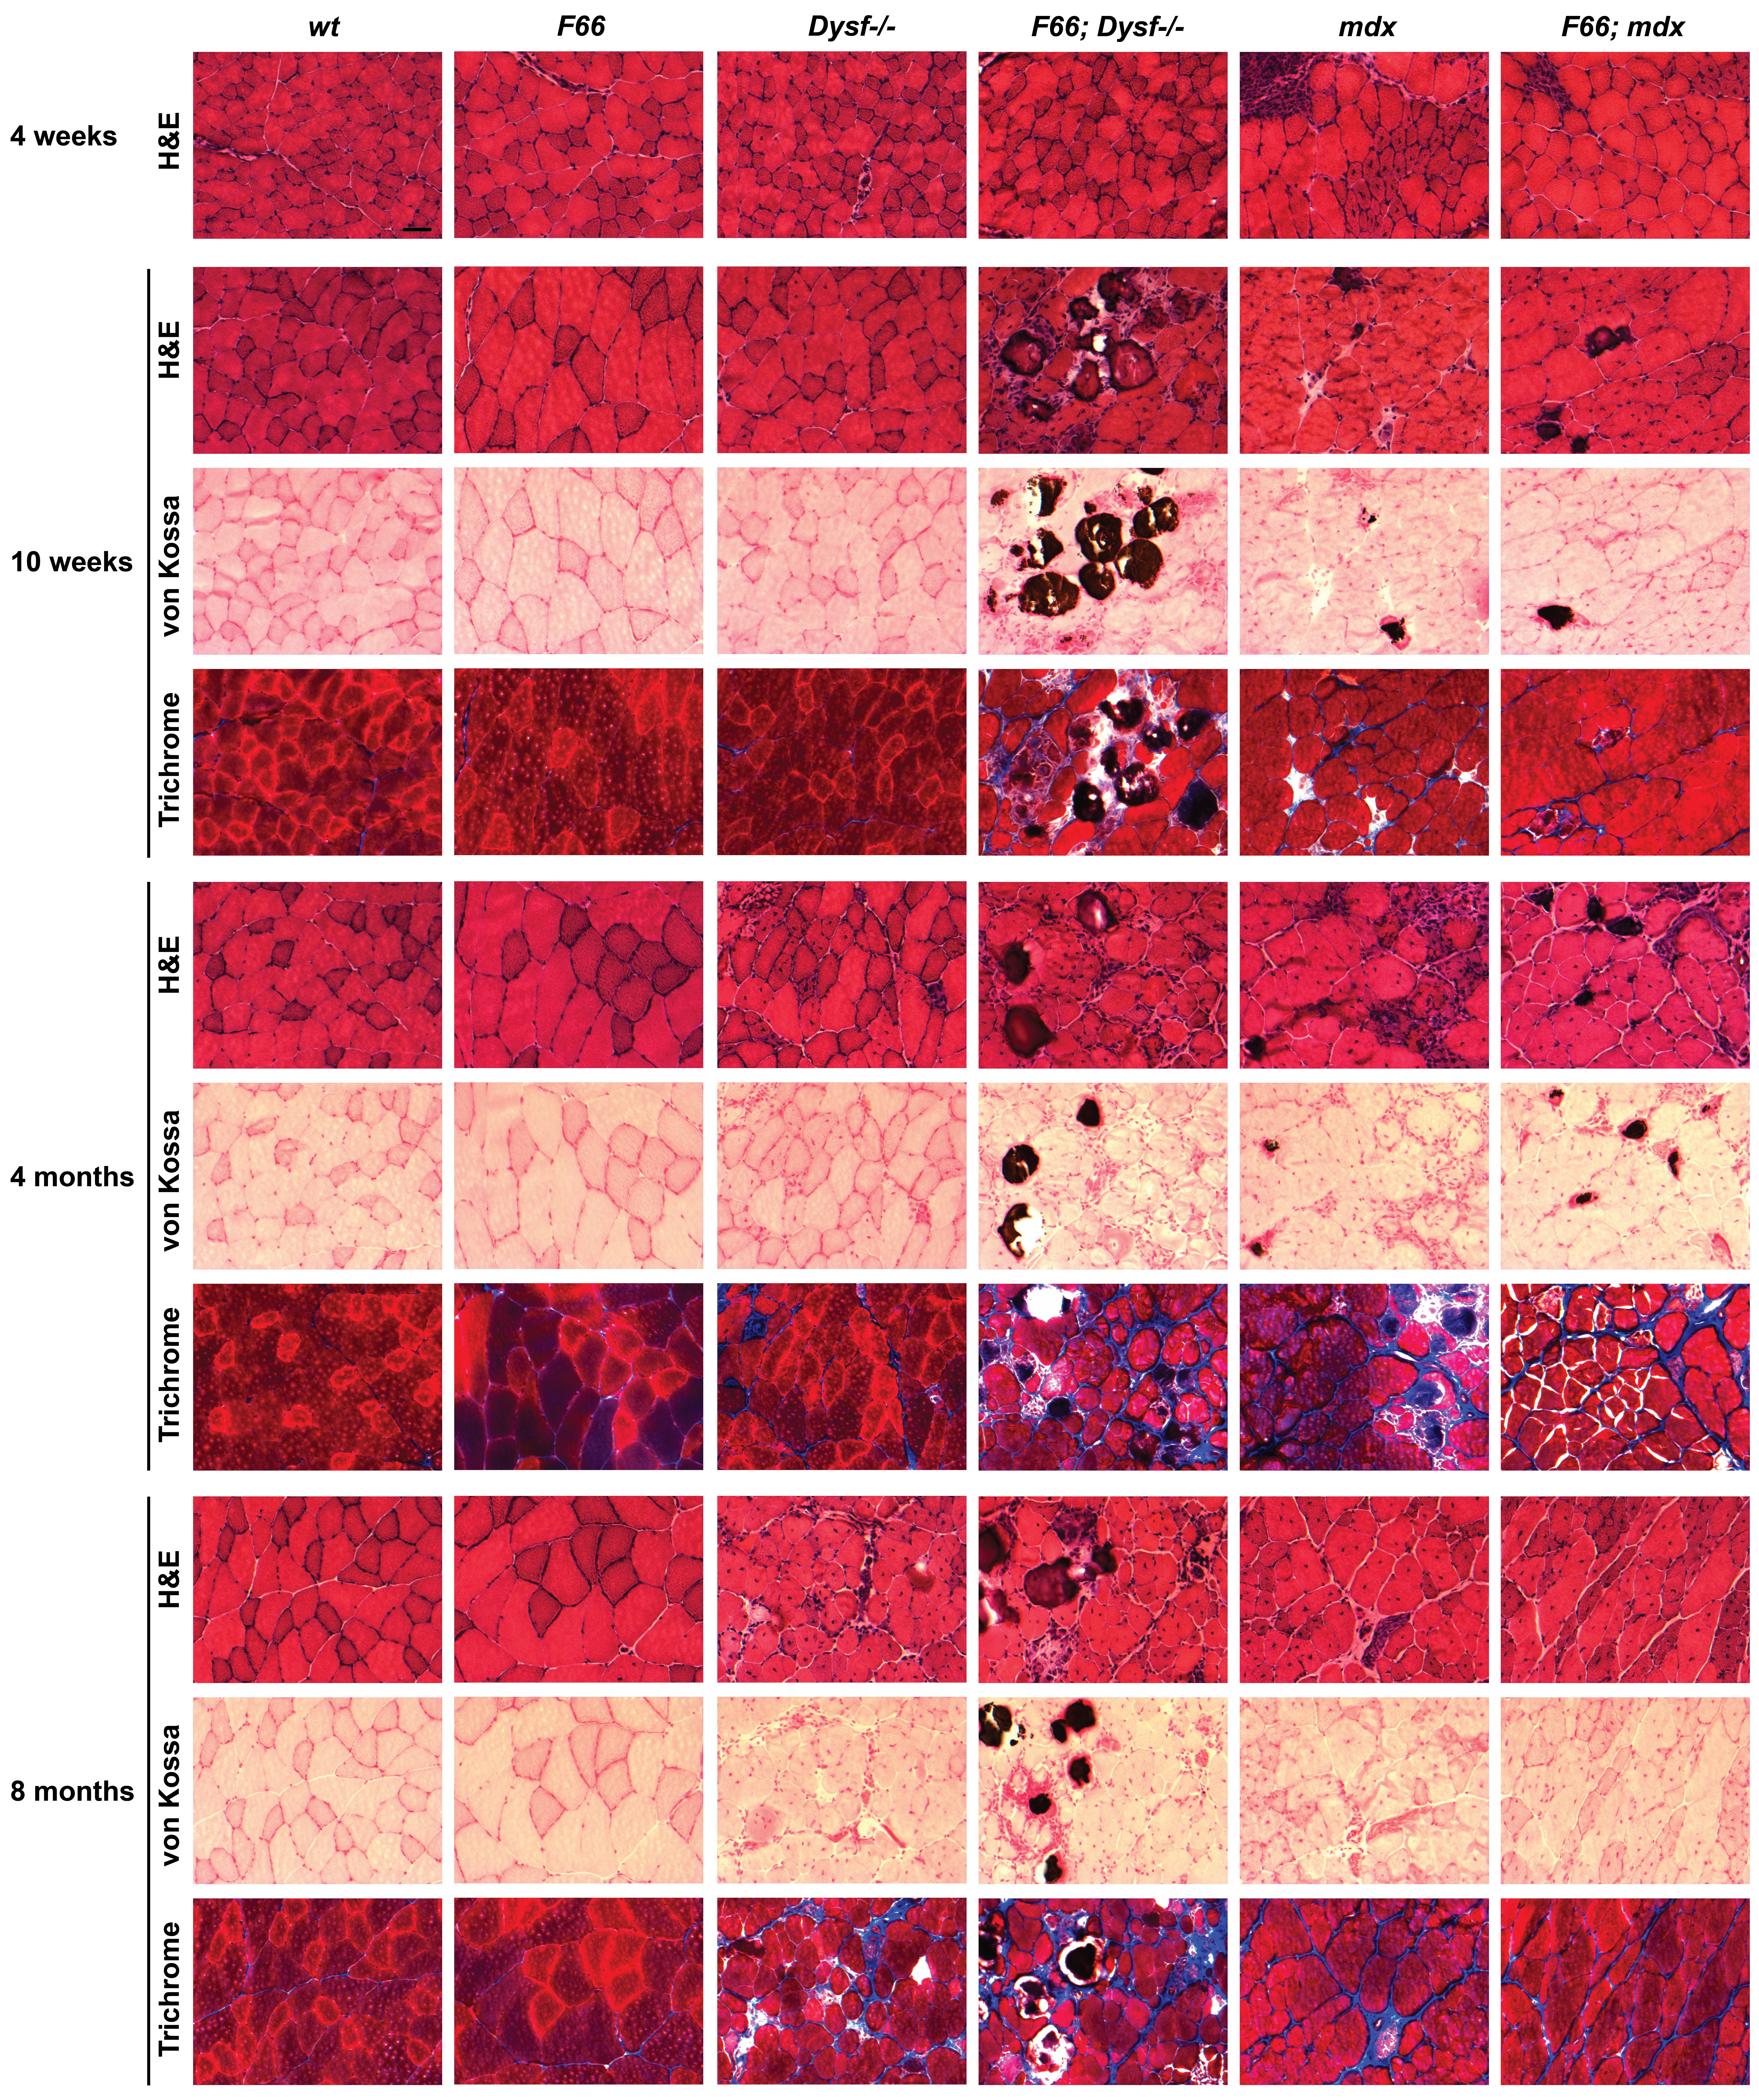
**

**Figure S1.** Histopathologic analysis of *Dysf^-/-^* mice carrying the *Fst* transgene. Panels show serial sections of the quadriceps muscles isolated from *wt*, *F66*, *Dysf^-/-^*, *F66;Dysf^-/-^*, *mdx*, and *F66;mdx* mice aged from 4 weeks to 8 months. Sections were stained with H&E, von Kossa (to highlight calcified fibers), and Masson’s trichrome (to highlight areas of fibrosis). The *F66;Dysf^-/-^* mice showed the pathologic changes including fibrosis and centrally nucleated muscle fibers, even at 10 weeks of age, when *Dysf^-/-^* mice showed no distinct muscular degeneration. The *F66;mdx* mice showed the pathologic changes similar to *mdx* mice. Scale bar represents 50 µm.

**
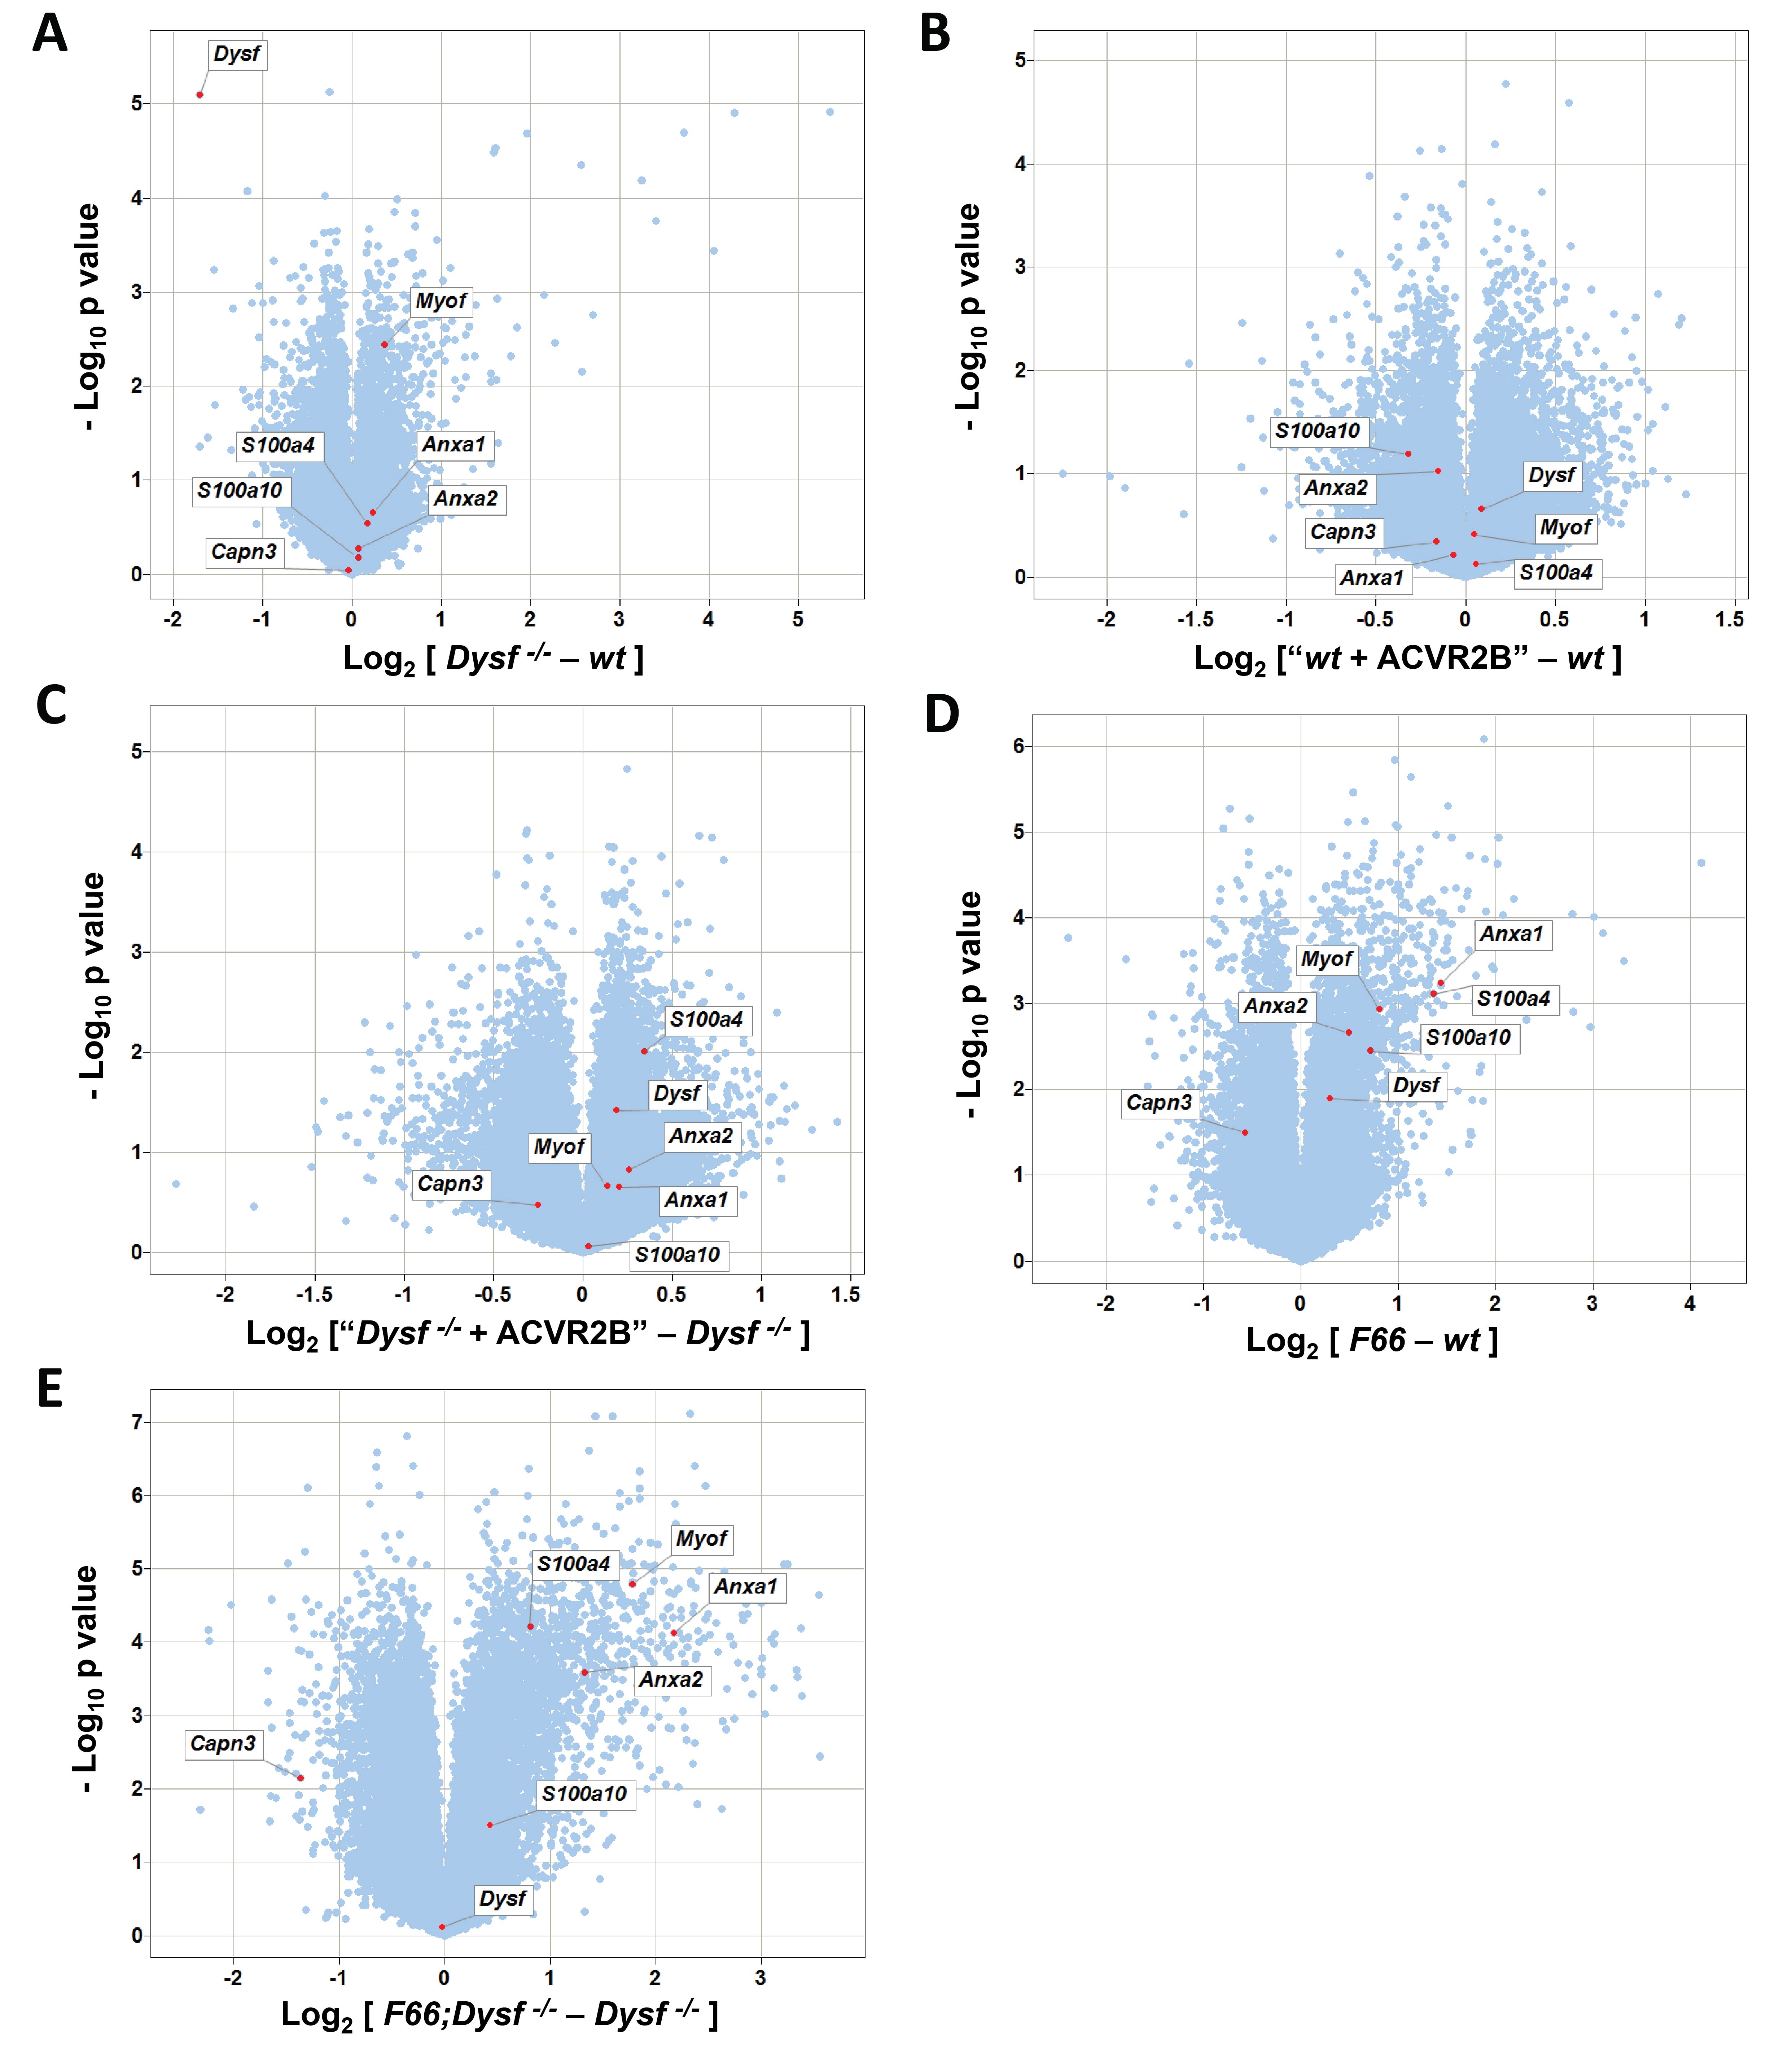
**

**Figure S2.** Differential expressions of genes related to dysferlin function. Seven genes, *Dysf,* *Myof, Anxa1, Anxa2, S100a4, S100a10,* and *Capn3*, were visualized in Volcano plots in 5 different comparisons; (A) *wt* versus *Dysf^-/-^*, (B) *wt* versus ACVR2B/Fc-injected *wt*, (C) *Dysf^-/-^* versus ACVR2B/Fc-injected *Dysf^-/-^*, (D) *wt* versus *F66*, (E) *Dysf^-/-^* versus *F66;Dysf^-/-^*. Note that only *Capn3* was down-regulated by *Fst* overexpression. The full list of genes with fold changes is given in Table S8.

**
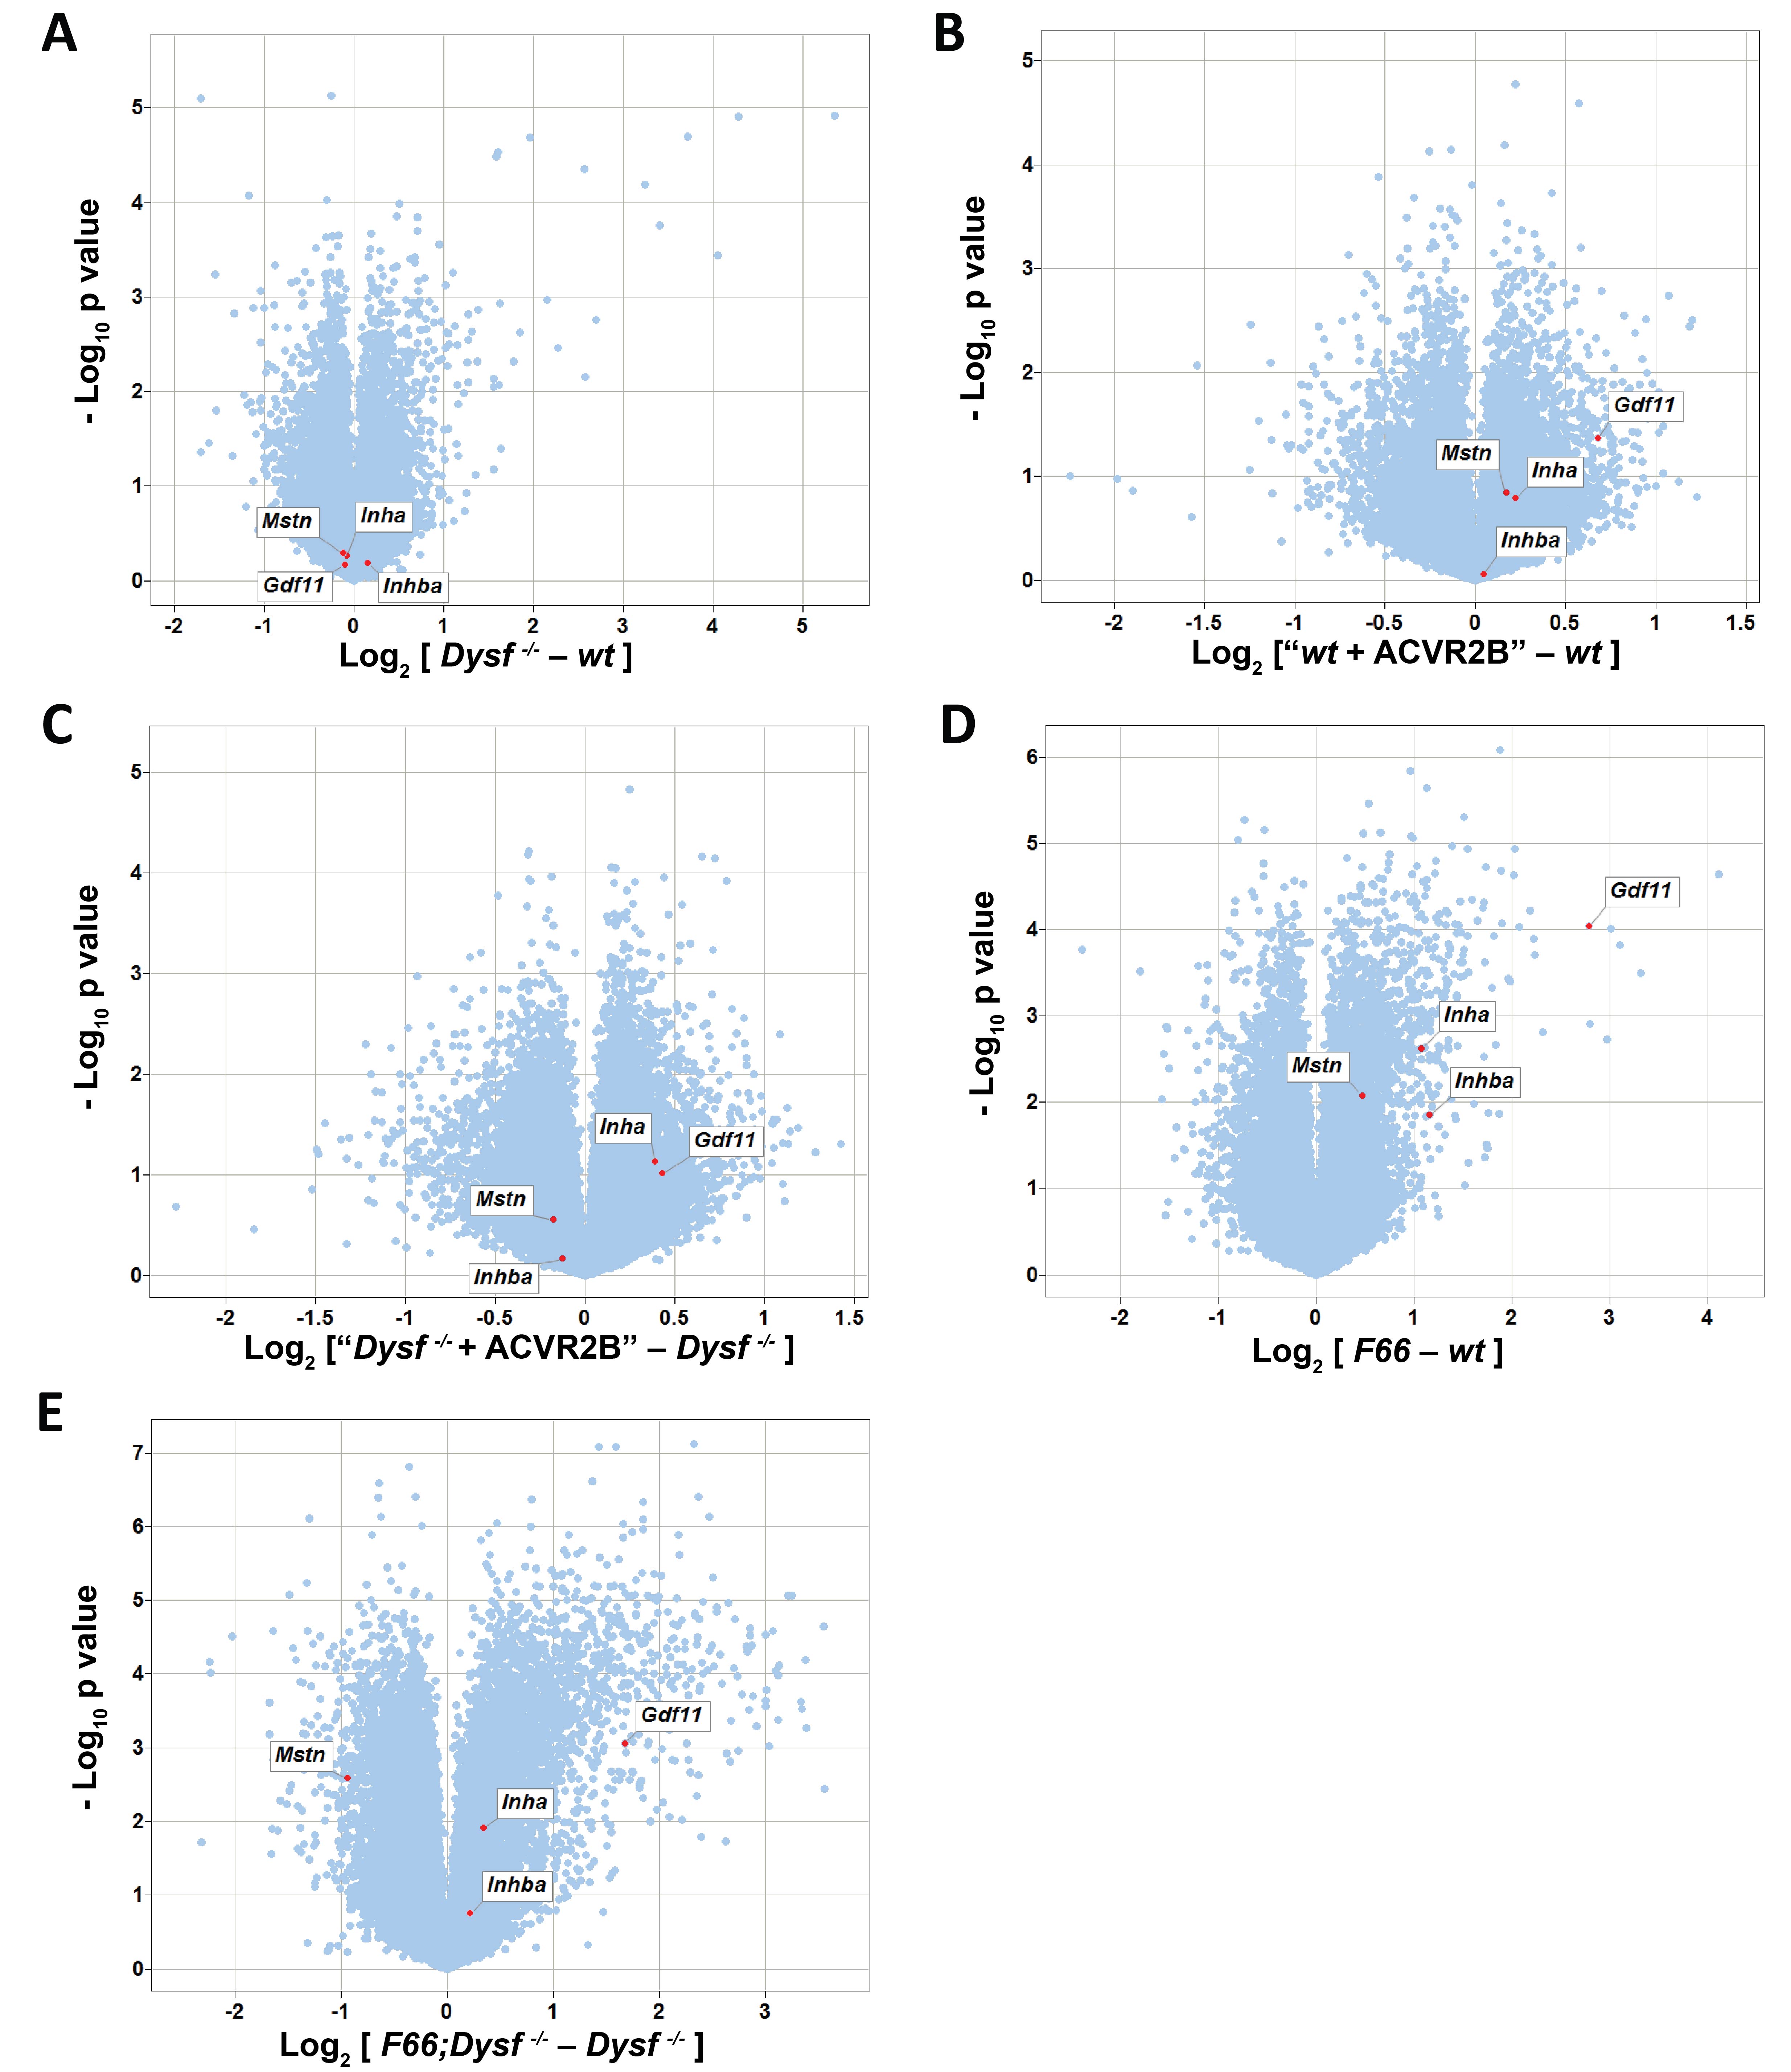
**

**Figure S3.** Differential expressions of *Mstn*, *Gdf11*, *Inha*, and *Inhba*. These genes encode proteins which have been shown to be bound and inhibited by Fst and ACVR2B/Fc. While there was no significant change in *Dysf^-/-^* compared to *wt* (A), *Fst* overexpression and ACVR2B/Fc administration induced the dramatic changes of expression levels of these genes (B-E). *Mstn* was down-regulated slightly in ACVR2B/Fc-injected *Dysf^-/-^* compared to *Dysf^-/-^* (C), and significantly in *F66;Dysf^-/-^* compared to *Dysf^-/-^* (E). *Gdf11* was up-regulated slightly in ACVR2B/Fc-injected *wt* (B) and ACVR2B/Fc-injected *Dysf^-/-^* (C), and significantly in *F66* (D) and *F66;Dysf^-/-^* (E). The full list of genes with fold changes is given in Table S8.

**Supplementary Tables**

**Table S1.** Effect of the follistatin transgene (*F66*) on muscle weights (mg) in *wt* and *Dysf^-/-^* mice at the ages from 4 weeks to 8 months.

|  |  | | | muscle weights (mg) | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | body weight (g) | | pectoralis | triceps | quadriceps | gastrocnemius | |
| ***wt*** |  | |  |  |  |  | |  |
| 4 week | (n = 14) | | 14.1 ± 0.5 | 33.5 ± 1.4 | 42.5 ± 1.3 | 80.1 ± 2.7 | | 61.8 ± 1.9 |
| 10 week | (n = 10) | | 23.7 ± 0.5 | 73.2 ± 1.5 | 93.8 ± 1.7 | 188.7 ± 3.8 | | 133.3 ± 2.1 |
| 4 month | (n = 8) | | 28.6 ± 0.8 | 97.4 ± 1.3 | 116.4 ± 2.1 | 238.9 ± 5.5 | | 159.9 ± 2.7 |
| 6 month | (n = 7) | | 36.2 ± 1.3 | 95.5 ± 1.6 | 112.9 ± 1.2 | 229.1 ± 3.3 | | 161.2 ± 2.6 |
| 8 month | (n = 8) | | 39.1 ± 1.3 | 100.1 ± 2.3 | 121.6 ± 2.5 | 252.0 ± 5.8 | | 172.9 ± 3.5 |
| ***Dysf ^-/-^*** |  | |  |  |  |  | |  |
| 4 week | (n = 5) | | 14.1 ± 0.8 | 33.2 ± 2.4 | 41.8 ± 2.0 | 79.7 ± 4.6 | | 58.4 ± 2.9 |
| 10 week | (n = 8) | | 25.3 ± 0.8 | 84.9 ± 2.4 **^c^** | 100.2 ± 2.8 | 215.0 ± 7.3 **^b^** | | 139.9 ± 4.5 |
| 4 month | (n = 7) | | 29.9 ± 0.9 | 104.4 ± 3.6 | 119.6 ± 3.1 | 262.4 ± 8.0 **^a^** | | 165.2 ± 4.6 |
| 6 month | (n = 8) | | 30.7 ± 0.7 **^b^** | 112.9 ± 3.5 **^b^** | 132.9 ± 2.9 **^c^** | 262.0 ± 5.8 **^c^** | | 163.2 ± 4.3 |
| 8 month | (n = 7) | | 32.3 ± 1.3 **^b^** | 119.2 ± 5.5 **^b^** | 134.1 ± 4.0 **^a^** | 254.6 ± 7.4 | | 162.6 ± 6.1 |
|  |  | |  |  |  |  | |  |
| ***F66*** |  | |  |  |  |  | |  |
| 4 week | (n = 11) | | 15.0 ± 0.4 | 48.6 ± 1.7 **^c^** | 55.2 ± 1.4 **^c^** | 107.9 ± 3.3 **^c^** | | 75.3 ± 2.0 **^c^** |
| 10 week | (n = 7) | | 31.8 ± 0.5 **^c^** | 139.4 ± 3.0 **^c^** | 193.1 ± 9.6 **^c^** | 509.1 ± 17.8**^c^** | | 333.9 ± 9.5 **^c^** |
| 4 month | (n = 11) | | 35.7 ± 0.8 **^c^** | 149.9 ± 4.4 **^c^** | 199.9 ± 6.2 **^c^** | 507.7 ± 20.1**^c^** | | 347.9 ± 6.9 **^c^** |
| 6 month | (n = 9) | | 37.9 ± 0.8 | 164.9 ± 4.6 **^c^** | 220.3 ± 6.3 **^c^** | 552.3 ± 22.9**^c^** | | 345.7 ±11.3**^c^** |
| 8 month | (n = 9) | | 38.3 ± 1.0 | 162.7 ± 4.7 **^c^** | 219.2 ± 4.5 **^c^** | 563.7 ± 16.2**^c^** | | 359.0 ± 7.9 **^c^** |
|  |  | |  |  |  |  | |  |
| ***F66; Dysf ^-/-^*** | | |  |  |  |  | |  |
| 4 week | (n = 10) | | 14.5 ± 0.7 | 44.8 ± 2.7 **^d^** | 51.6 ± 2.6 **^d^** | 101.1 ± 5.7 **^d^** | | 71.6 ± 3.5 **^d^** |
| 10 week | (n = 11) | | 30.7 ± 0.7 **^f^** | 138.1 ± 3.0 **^f^** | 182.5 ± 5.5 **^f^** | 394.8 ±14.6 **^f,i^** | | 297.2 ± 9.2 **^f,g^** |
| 4 month | (n = 9) | | 34.0 ± 0.6 **^e^** | 141.2 ± 2.8 **^f^** | 171.7 ± 2.6 **^f,h^** | 342.6 ± 7.1 **^f,i^** | | 252.3 ± 4.2 **^f,i^** |
| 6 month | (n = 8) | | 34.7 ± 0.6 **^f,h^** | 138.6 ± 4.9 **^e,h^** | 128.0 ± 4.2 **^i^** | 262.9 ± 9.6 **^i^** | | 227.4 ± 9.6 **^f,i^** |
| 8 month | (n = 9) | | 35.5 ± 1.0 | 118.8 ± 3.1 **^i^** | 97.3 ± 2.8 **^f,i^** | 194.9 ± 6.0 **^f,i^** | | 182.4 ± 9.6 **^i^** |
|  |  | |  |  |  |  | |  |

Comparison between age-matched groups. **^a^** *p <* 0.05 vs. *wt*; **^b^** *p <* 0.01 vs. *wt*; **^c^** *p <* 0.001 vs. *wt*; **^d^** *p* < 0.05 vs. *Dysf ^-/-^*; **^e^** *p* < 0.01 vs. *Dysf ^-/-^*; **^f^** *p* < 0.001 vs. *Dysf ^-/-^*; **^g^** *p <* 0.05 vs. *F66*; **^h^** *p <* 0.01 vs. *F66*; **^i^** *p <* 0.001 vs. *F66*. Mean ± SEM.

**Table S2.** Effect of the follistatin transgene (*F66*) on muscle weights (mg) in *wt* and *mdx* mice at the ages from 4 weeks to 8 months.

|  |  | | | muscle weights (mg) | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | body weight (g) | | pectoralis | triceps | quadriceps | gastrocnemius | |
| ***wt*** |  | |  |  |  |  | |  |
| 4 week | (n = 14) | | 14.1 ± 0.5 | 33.5 ± 1.4 | 42.5 ± 1.3 | 80.1 ± 2.7 | | 61.8 ± 1.9 |
| 10 week | (n = 10) | | 23.7 ± 0.5 | 73.2 ± 1.5 | 93.8 ± 1.7 | 188.7 ± 3.8 | | 133.3 ± 2.1 |
| 4 month | (n = 8) | | 28.6 ± 0.8 | 97.4 ± 1.3 | 116.4 ± 2.1 | 238.9 ± 5.5 | | 159.9 ± 2.7 |
| 6 month | (n = 7) | | 36.2 ± 1.3 | 95.5 ± 1.6 | 112.9 ± 1.2 | 229.1 ± 3.3 | | 161.2 ± 2.6 |
| 8 month | (n = 8) | | 39.1 ± 1.3 | 100.1 ± 2.3 | 121.6 ± 2.5 | 252.0 ± 5.8 | | 172.9 ± 3.5 |
| ***mdx*** |  | |  |  |  |  | |  |
| 4 week | (n = 9) | | 12.9 ± 0.4 | 30.9 ± 1.1 | 44.5 ± 1.7 | 81.1 ± 2.8 | | 61.7 ± 2.3 |
| 10 week | (n = 11) | | 26.1 ± 0.4 **^a^** | 102.0 ± 1.9 **^b^** | 123.3 ± 2.3 **^b^** | 244.5 ± 4.5 **^b^** | | 161.0 ± 2.9 **^b^** |
| 4 month | (n = 11) | | 28.7 ± 0.5 | 132.9 ± 2.5 **^b^** | 164.3 ± 2.8 **^b^** | 295.4 ± 5.0 **^b^** | | 185.7 ± 4.7 **^b^** |
| 6 month | (n = 10) | | 33.5 ± 0.5 | 170.3 ± 2.7 **^b^** | 190.1 ± 3.4 **^b^** | 346.8 ± 3.7 **^b^** | | 204.4 ± 3.2 **^b^** |
| 8 month | (n = 11) | | 33.5 ± 0.8 **^a^** | 168.0 ± 4.4 **^b^** | 188.2 ± 4.3 **^b^** | 339.0 ± 6.4 **^b^** | | 191.3 ± 2.8 **^a^** |
|  |  | |  |  |  |  | |  |
| ***F66*** |  | |  |  |  |  | |  |
| 4 week | (n = 11) | | 15.0 ± 0.4 | 48.6 ± 1.7 **^b^** | 55.2 ± 1.4 **^b^** | 107.9 ± 3.3 **^b^** | | 75.3 ± 2.0 **^b^** |
| 10 week | (n = 7) | | 31.8 ± 0.5 **^b^** | 139.4 ± 3.0 **^b^** | 193.1 ± 9.6 **^b^** | 509.1 ± 17.8**^b^** | | 333.9 ± 9.5 **^b^** |
| 4 month | (n = 11) | | 35.7 ± 0.8 **^b^** | 149.9 ± 4.4 **^b^** | 199.9 ± 6.2 **^b^** | 507.7 ± 20.1**^b^** | | 347.9 ± 6.9 **^b^** |
| 6 month | (n = 9) | | 37.9 ± 0.8 | 164.9 ± 4.6 **^b^** | 220.3 ± 6.3 **^b^** | 552.3 ± 22.9**^b^** | | 345.7 ±11.3**^b^** |
| 8 month | (n = 9) | | 38.3 ± 1.0 | 162.7 ± 4.7 **^b^** | 219.2 ± 4.5 **^b^** | 563.7 ± 16.2**^b^** | | 359.0 ± 7.9 **^b^** |
|  |  | |  |  |  |  | |  |
| ***F66; mdx*** | | |  |  |  |  | |  |
| 4 week | (n = 9) | | 14.3 ± 0.4 **^c^** | 45.3 ± 0.9 **^e^** | 53.1 ± 1.5 **^d^** | 106.3 ± 3.0 **^e^** | | 76.4 ± 2.2 **^e^** |
| 10 week | (n = 11) | | 29.0 ± 0.5**^e,g^** | 146.5 ± 3.9 **^e^** | 162.4 ± 3.3**^e,f^** | 394.4 ± 8.1 **^e,h^** | | 270.0 ± 6.5 **^e,h^** |
| 4 month | (n = 9) | | 34.4 ± 1.3 **^d^** | 184.8 ± 9.3**^e,g^** | 212.0 ± 10.9**^d^** | 494.5 ± 24.5**^e^** | | 275.6 ±12.2**^e,h^** |
| 6 month | (n = 11) | | 38.1 ± 0.5 **^e^** | 213.6 ± 4.7**^e,h^** | 237.6 ± 4.9**^e,f^** | 570.5 ± 17.5**^e^** | | 298.0 ± 5.8 **^e,g^** |
| 8 month | (n = 9) | | 40.4 ± 1.2 **^e^** | 239.4 ± 6.7**^e,h^** | 237.3 ± 6.2**^e,f^** | 528.8 ± 15.3**^e^** | | 267.3 ±15.3**^d,h^** |
|  |  | |  |  |  |  | |  |

Comparison between age-matched groups. **^a^** *p <* 0.01 vs. *wt*; **^b^** *p <* 0.001 vs. *wt*; **^c^** *p* < 0.05 vs. *mdx*; **^d^** *p* < 0.01 vs. *mdx*; **^e^** *p* < 0.001 vs. *mdx*; **^f^** *p <* 0.05 vs. *F66*; **^g^** *p <* 0.01 vs. *F66*; **^h^** *p <* 0.001 vs. *F66*. Mean ± SEM.

**Table S3.** Serum creatine kinase (U/L) levels in *wt, F66*, *Dysf^-/-^,* and *F66; Dysf^-/-^* mice at the ages from 4 weeks to 8 months.

|  | 4 weeks | 10 weeks | 4 months | 6 months | 8 months |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| *wt* | 303 ± 99 (5) | 233 ± 49 (13) | 448 ± 59 (7) | 415 ± 85 (6) | 276 ± 47 (6) |
| *F66* | 267 ± 50 (8) | 277 ± 42 (10) | 546 ± 126 (5) | 440 ± 64 (6) | 285 ± 61 (5) |
| *Dysf ^-/-^* | 198 ± 21 (4) | 872 ± 89**^c^**  (11) | 1688 ± 318**^a^** (4) | 2187 ± 160**^c^** (4) | 1572 ± 86**^c^**  (14) |
| *F66; Dysf ^-/-^* | 540 ± 66**^d^** (9) | 3832 ± 397**^c,e^** (13) | 2914 ± 583**^b^** (6) | 1876 ± 240**^c^** (5) | 1826 ± 141**^c^**(13) |
|  |  |  |  |  |  |

**^a^** *p <* 0.05 vs. *wt*; **^b^** *p <* 0.01 vs. *wt*; **^c^** *p <* 0.001 vs. *wt*; **^d^** *p <* 0.01 vs. *Dysf ^-/-^*; **^e^** *p <* 0.001 vs. *Dysf ^-/-^*. Mean ± SEM.

**Table S4.** Serum creatine kinase (U/L) levels in *wt, F66,* *mdx,* and *F66; mdx* mice at the ages from 4 weeks to 8 months.

|  | 4 weeks | 10 weeks | 4 months | 6 months | 8 months |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| *wt* | 303 ± 99 (5) | 233 ± 49 (13) | 448 ± 59 (7) | 415 ± 85 (6) | 276 ± 47 (6) |
| *F66* | 267 ± 50 (8) | 277 ± 42 (10) | 546 ± 126 (5) | 440 ± 64 (6) | 285 ± 61 (5) |
| *mdx* | 1247 ± 198**^b^**(9) | 4395 ±1121**^b^** (10) | 4411±1168**^a^**(11) | 4275 ± 826**^b^**(10) | 7398±3202 (6) |
| *F66; mdx* | 2687 ± 603**^b^**(7) | 8198 ±1378**^c,d^**(10) | 3877 ± 773**^b^** (8) | 6646 ±2652**^a^**(10) | 2874 ± 522**^b^**(7) |
|  |  |  |  |  |  |

Comparison between age-matched groups. **^a^** *p <* 0.05 vs. *wt*; **^b^** *p <* 0.01 vs. *wt*; **^c^** *p <* 0.001 vs. *wt*; **^d^** *p <* 0.05 vs. *mdx*. Mean ± SEM. The sample size is shown in parenthesis.

**Table S5.** Evans blue dye (EBD) uptake in *wt, F66,* *Dysf^-/-^,* and *F66;Dysf^-/-^* mice at the age of 10 weeks.

|  |  | EBD absorbance/g (muscle weight) | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  | abdominal | quadriceps | gastrocnemius /soleus | gluteus/ hamstring | triceps |
|  |  |  |  |  |  |  |
| *wt* | (n = 8) | 1.81 ± 0.31 | 0.76 ± 0.10 | 0.64 ± 0.08 | 1.09 ± 0.08 | 0.80 ± 0.12 |
| *F66* | (n = 7) | 1.82 ± 0.22 | 1.11 ± 0.09**^a^** | 1.23 ± 0.09**^c^** | 1.18 ± 0.11 | 0.94 ± 0.06 |
| *Dysf ^-/-^* | (n = 6) | 2.77 ± 0.30**^a^** | 1.26 ± 0.07**^b^** | 1.00 ± 0.07**^b^** | 1.76 ± 0.26**^a^** | 1.33 ± 0.18**^a^** |
| *F66;Dysf ^-/-^* | (n = 7) | 3.37 ± 0.32**^b,d^** | 3.04 ± 0.28**^c,e,g^** | 1.57 ± 0.07**^c,d,g^** | 2.76 ± 0.19**^c,e,f^** | 2.52 ± 0.10**^c,e,g^** |
|  |  |  |  |  |  |  |

**^a^** *p <* 0.05 vs. *wt*; **^b^** *p <* 0.01 vs. *wt*; **^c^** *p <* 0.001 vs. *wt*; **^d^** *p <* 0.01 vs. *F66*; **^e^** *p <* 0.001 vs. *F66*; **^f^** *p* < 0.01 vs. *Dysf ^-/-^*; **^g^** *p* < 0.001 vs. *Dysf ^-/-^*. Mean ± SEM.

**Table S6.** Effect of ACVR2B/Fc on muscle weights (mg) in *wt* and *Dysf^-/-^* mice at the ages of 10 weeks, 8 months, and 14 months.

|  |  | **muscle weights (mg)** | | | |
| --- | --- | --- | --- | --- | --- |
|  |  | **pectoralis** | **triceps** | **quadriceps** | **gastrocnemius** |
| **10 week old** |  |  |  |  |  |
| ***wt*** |  |  |  |  |  |
| PBS | (n = 9) | 75.6 ± 2.3 | 93.0 ± 3.0 | 188.8 ± 6.2 | 131.4 ± 4.6 |
| ACVR2B/Fc | (n = 12) | 107.5 ± 3.5 **^a^** | 127.3 ± 3.7 **^a^** | 248.1 ± 7.3 **^a^** | 169.8 ± 3.7 **^a^** |
| Change, % |  | +42.2 | +36.9 | +31.4 | +29.2 |
| ***Dysf ^-/-^*** |  |  |  |  |  |
| PBS | (n = 6) | 80.2 ± 2.8 | 98.5 ± 2.7 | 213.0 ± 5.0 | 138.5 ± 3.7 |
| ACVR2B/Fc | (n = 10) | 118.0 ± 2.7 **^d^** | 131.1 ± 3.2 **^d^** | 278.9 ± 6.1 **^d^** | 180.5 ± 3.6 **^d^** |
| Change, % |  | +47.1 | +33.1 | +30.9 | +30.4 |
|  |  |  |  |  |  |
| **8 month old** |  |  |  |  |  |
| ***wt*** |  |  |  |  |  |
| PBS | (n = 10) | 98.8 ± 2.1 | 120.9 ± 2.2 | 247.6 ± 5.5 | 170.6 ± 3.7 |
| ACVR2B/Fc | (n = 6) | 137.4 ± 2.8 **^a^** | 157.9 ± 2.6 **^a^** | 310.1 ± 6.0 **^a^** | 203.0 ± 3.4 **^a^** |
| Change, % |  | +39.2 | +30.7 | +25.2 | +19.0 |
| ***Dysf ^-/-^*** |  |  |  |  |  |
| PBS | (n = 12) | 122.5 ± 4.8 | 134.3 ± 3.0 | 251.8 ± 5.0 | 161.6 ± 3.7 |
| ACVR2B/Fc | (n = 9) | 146.7 ± 2.5 **^c^** | 154.2 ± 3.6 **^d^** | 312.0 ± 12.6 **^d^** | 191.8 ± 4.4 **^d^** |
| Change, % |  | +20.0 | +14.8 | +23.9 | +18.7 |
|  |  |  |  |  |  |
| **14 month old** |  |  |  |  |  |
| ***Dysf ^-/-^*** |  |  |  |  |  |
| PBS | (n = 7) | 98.9 ± 3.4 | 115.4 ± 7.8 | 175.9 ± 9.1 | 147.9 ± 4.8 |
| ACVR2B/Fc | (n = 8) | 126.1 ± 9.5 **^b^** | 151.9 ± 9.8 **^b^** | 226.9 ± 20.0 **^b^** | 184.6 ± 7.0 **^c^** |
| Change, % |  | +27.5 | +31.6 | +29.0 | +24.9 |
|  |  |  |  |  |  |

Comparison between age-matched groups. **^a^** *p <* 0.001 vs. *wt* with PBS; **^b^** *p* < 0.05 vs. *Dysf ^-/-^* with PBS; **^c^** *p* < 0.01 vs. *Dysf ^-/-^* with PBS; **^d^** *p* < 0.001 vs. *Dysf ^-/-^* with PBS. Mean ± SEM.

**Table S7.** Serum creatine kinase (U/L) levels in ACVR2B/Fc-injected *wt* and *Dysf^-/-^* mice at the ages from 10 weeks to 14 months.

|  | 10 weeks | 8 months | 14 months |
| --- | --- | --- | --- |
|  |  |  |  |
| ***wt*** |  |  |  |
| PBS | 233 ± 49 (13) | 276 ± 47 (6) | - |
| ACVR2B/Fc | 143 ± 21 (11) | 295 ± 95 (5) | - |
|  |  |  |  |
| ***Dysf ^-/-^*** |  |  |  |
| PBS | 872 ± 89**^a^**  (11) | 1572 ± 86**^a^**  (14) | 1241 ± 92 (7) |
| ACVR2B/Fc | 1321 ± 96**^a,b^** (12) | 2338 ± 200**^a,b^**(10) | 1687 ± 101**^b^** (7) |
|  |  |  |  |

**^a^** *p <* 0.001 vs. *wt*; **^b^** *p <* 0.01 vs. *Dysf ^-/-^*. Mean ± SEM.

**Table S8.** Relative expression levels (fold change compared to *wt*) in *Dysf^-/-^, F66*, *F66; Dysf^-/-^*, and ACVR2B/Fc-injected *wt* and *Dysf^-/-^* mice at the ages 10 weeks.

|  | Fold change compared to *wt* | | | | |
| --- | --- | --- | --- | --- | --- |
| Gene (mouse gene ID) | *Dysf^-/-^* | *F66* | *F66; Dysf^-/-^* | ACVR2B/Fc-injected | |
|  |  |  |  | *wt* | *Dysf^-/-^* |
|  |  |  |  |  |  |
| Dysferlin related |  |  |  |  |  |
| AHNAK nucleoprotein (*Ahnak*) | 1.02 | 1.31 | 1.33 | 0.99 | 1.06 |
| annexin A1 (*Anxa1*) | 1.18 | 2.71 | 5.30 | 0.95 | 1.36 |
| annexin A2 (*Anxa2*) | 1.05 | 1.40 | 2.64 | 0.90 | 1.26 |
| calcium channel, voltage-dependent, L type, alpha 1S subunit (*Cacna1s*) | 1.00 | 1.02 | 0.87 | 1.00 | 0.95 |
| calpain 3 (*Capn3*) | 0.97 | 0.67 | 0.38 | 0.89 | 0.82 |
| calsequestrin 1 (*Casq1*) | 1.01 | 1.00 | 0.98 | 1.03 | 1.01 |
| caveolin 3 (*Cav3*) | 0.99 | 1.02 | 0.98 | 0.94 | 1.01 |
| dynein, cytoplasmic 1 light intermediate chain 2 (*Dync1li2*) | 1.03 | 1.03 | 1.01 | 0.97 | 0.98 |
| dysferlin (*Dysf*) | 0.31 | 1.23 | 0.30 | 1.06 | 0.35 |
| EH-domain containing 1 (*Ehd1*) | 0.91 | 0.93 | 0.92 | 0.92 | 0.99 |
| EH-domain containing 2 (*Ehd2*) | 1.04 | 1.20 | 1.31 | 1.17 | 1.09 |
| fer-1-like 4 (*Fer1l4*) | 0.93 | 0.87 | 0.82 | 0.98 | 1.04 |
| fer-1-like 6 (*Fer1l6*) | 0.86 | 1.09 | 0.75 | 0.94 | 0.87 |
| histone deacetylase 6 (*Hdac6*) | 0.96 | 1.00 | 1.06 | 1.00 | 1.03 |
| myoferlin (*Myof*) | 1.29 | 1.75 | 4.42 | 1.03 | 1.42 |
| myomesin 2 (*Myom2*) | 0.97 | 1.20 | 0.89 | 1.07 | 0.98 |
| otoferlin (*Otof*) | 0.97 | 0.93 | 0.87 | 1.02 | 1.04 |
| parvin, beta (*Parvb*) | 1.01 | 1.37 | 1.13 | 1.04 | 1.09 |
| S100 calcium binding protein A10 (*S100a10*) | 1.05 | 1.65 | 1.41 | 0.80 | 1.07 |
| S100 calcium binding protein A4 (*S100a4*) | 1.13 | 2.57 | 1.98 | 1.04 | 1.43 |
| tripartite motif-containing 72 (*Trim72*) | 1.02 | 1.47 | 1.36 | 0.91 | 0.92 |
| tubulin, alpha 1A (*Tuba1a*) | 1.13 | 1.08 | 2.56 | 0.96 | 1.35 |
| tubulin, alpha 1B (*Tuba1b*) | 1.12 | 1.03 | 2.99 | 0.98 | 1.40 |
| tubulin, alpha-like 3 (*Tubal3*) | 0.52 | 0.54 | 0.72 | 0.70 | 1.09 |
| tubulin, beta 2A class IIA (*Tubb2a*) | 1.11 | 1.07 | 2.31 | 0.93 | 1.29 |
| tubulin, beta 2B class IIB (*Tubb2b*) | 1.16 | 1.05 | 2.14 | 0.89 | 1.22 |
| tubulin, beta 5 class I (*Tubb5*) | 1.11 | 1.15 | 2.52 | 0.95 | 1.28 |
| tubulin, beta 6 class V (*Tubb6*) | 1.42 | 1.67 | 3.69 | 1.09 | 1.71 |

**Table S8.** *Continued*

|  | Fold change compared to *wt* | | | | |
| --- | --- | --- | --- | --- | --- |
| Gene (mouse gene ID) | *Dysf^-/-^* | *F66* | *F66; Dysf^-/-^* | ACVR2B/Fc-injected | |
|  |  |  |  | *wt* | *Dysf^-/-^* |
|  |  |  |  |  |  |
| Tgfb related |  |  |  |  |  |
| activin A receptor, type 1 (*Acvr1*) | 1.09 | 0.83 | 1.07 | 1.04 | 1.09 |
| activin A receptor, type 1B (*Acvr1b*) | 0.84 | 0.98 | 0.67 | 1.01 | 0.86 |
| activin A receptor, type IC (*Acvr1c*) | 0.73 | 0.53 | 0.62 | 0.78 | 0.92 |
| activin receptor IIA (*Acvr2a*) | 0.98 | 0.92 | 0.99 | 0.95 | 0.84 |
| activin receptor IIB (*Acvr2b*) | 0.97 | 0.89 | 0.78 | 1.01 | 1.01 |
| activin A receptor, type II-like 1 (*Acvrl1*) | 1.02 | 0.99 | 1.11 | 0.96 | 0.96 |
| anti-Mullerian hormone (*Amh*) | 0.88 | 0.96 | 0.82 | 1.02 | 1.01 |
| anti-Mullerian hormone type 2 receptor (*Amhr2*) | 1.01 | 0.96 | 0.84 | 0.97 | 1.01 |
| artemin (*Artn*) | 0.87 | 0.85 | 0.86 | 1.01 | 0.97 |
| bone morphogenetic protein 1 (*Bmp1*) | 1.11 | 1.23 | 2.07 | 0.96 | 1.12 |
| bone morphogenetic protein 10 (*Bmp10*) | 0.93 | 1.02 | 0.78 | 0.87 | 1.06 |
| bone morphogenetic protein 15 (*Bmp15*) | 0.97 | 1.00 | 0.95 | 0.96 | 1.01 |
| bone morphogenetic protein 2 (*Bmp2*) | 1.03 | 1.15 | 0.99 | 1.02 | 1.03 |
| bone morphogenetic protein 3 (*Bmp3*) | 0.90 | 0.85 | 0.77 | 1.01 | 1.02 |
| bone morphogenetic protein 4 (*Bmp4*) | 0.90 | 2.04 | 1.01 | 0.94 | 0.86 |
| bone morphogenetic protein 5 (*Bmp5*) | 1.13 | 1.97 | 1.73 | 0.93 | 0.95 |
| bone morphogenetic protein 6 (*Bmp6*) | 0.79 | 0.88 | 0.50 | 1.00 | 0.76 |
| bone morphogenetic protein 7 (*Bmp7*) | 0.90 | 0.87 | 0.80 | 0.98 | 1.03 |
| bone morphogenetic protein 8a (*Bmp8a*) | 0.90 | 0.82 | 0.70 | 0.89 | 0.96 |
| bone morphogenetic protein 8b (*Bmp8b*) | 0.93 | 0.89 | 0.90 | 0.98 | 0.98 |
| bone morphogenetic protein receptor, type 1A (*Bmpr1a*) | 1.03 | 0.79 | 0.74 | 0.93 | 0.85 |
| bone morphogenetic protein receptor, type 1B (*Bmpr1b*) | 1.03 | 0.95 | 0.86 | 0.96 | 0.90 |
| bone morphogenetic protein receptor, type II (*Bmpr2*) | 1.04 | 1.32 | 0.92 | 1.02 | 1.04 |
| cripto, FRL-1, cryptic family 1 (*Cfc1*) | 0.95 | 0.98 | 0.83 | 1.05 | 1.03 |
| follistatin (*Fst*) | 0.99 | 1.33 | 1.48 | 0.76 | 0.91 |
| follistatin-like 1 (*Fstl1*) | 1.34 | 1.74 | 2.77 | 1.05 | 1.41 |
| follistatin-like 3 (*Fstl3*) | 1.06 | 1.09 | 0.92 | 1.28 | 1.13 |
| follistatin-like 4 (*Fstl4*) | 1.03 | 1.04 | 0.94 | 1.05 | 1.13 |

**Table S8.** *Continued*

|  | Fold change compared to *wt* | | | | |
| --- | --- | --- | --- | --- | --- |
| Gene (mouse gene ID) | *Dysf^-/-^* | *F66* | *F66; Dysf^-/-^* | ACVR2B/Fc-injected | |
|  |  |  |  | *wt* | *Dysf^-/-^* |
|  |  |  |  |  |  |
| follistatin-like 5 (*Fstl5*) | 0.98 | 1.00 | 0.89 | 1.02 | 1.00 |
| growth differentiation factor 1 (*Gdf1*) | 0.92 | 0.90 | 0.82 | 0.88 | 0.95 |
| growth differentiation factor 10 (*Gdf10*) | 0.94 | 0.96 | 0.84 | 1.02 | 0.95 |
| growth differentiation factor 11 (*Gdf11*) | 0.93 | 6.90 | 2.98 | 1.60 | 1.26 |
| growth differentiation factor 15 (*Gdf15*) | 0.70 | 0.78 | 1.04 | 0.95 | 1.05 |
| growth differentiation factor 2 (*Gdf2*) | 0.99 | 0.89 | 0.76 | 1.00 | 0.97 |
| growth differentiation factor 3 (*Gdf3*) | 0.91 | 0.94 | 1.23 | 1.15 | 1.20 |
| growth differentiation factor 5 (*Gdf5*) | 0.73 | 0.87 | 0.88 | 1.08 | 1.06 |
| growth differentiation factor 6 (*Gdf6*) | 0.94 | 0.87 | 0.96 | 1.01 | 1.06 |
| growth differentiation factor 7 (*Gdf7*) | 1.04 | 1.01 | 0.94 | 1.04 | 1.08 |
| growth differentiation factor 9 (*Gdf9*) | 1.10 | 1.10 | 0.97 | 1.19 | 1.16 |
| glial cell line derived neurotrophic factor (*Gdnf*) | 0.99 | 0.76 | 1.00 | 1.03 | 1.11 |
| HGF-regulated tyrosine kinase substrate (*Hgs*) | 1.01 | 1.21 | 1.22 | 0.99 | 1.01 |
| inhibin alpha (*Inha*) | 0.95 | 2.11 | 1.21 | 1.17 | 1.25 |
| inhibin beta-A (*Inhba*) | 1.11 | 2.23 | 1.29 | 1.03 | 1.02 |
| inhibin beta-B (*Inhbb*) | 1.00 | 1.32 | 1.14 | 1.04 | 1.09 |
| inhibin beta-C (*Inhbc*) | 1.01 | 1.01 | 0.92 | 1.10 | 1.20 |
| inhibin beta E (*Inhbe*) | 0.90 | 0.89 | 0.86 | 1.01 | 1.14 |
| left right determination factor 1 (*Lefty1*) | 1.00 | 1.08 | 0.97 | 1.06 | 1.12 |
| left-right determination factor 2 (*Lefty2*) | 0.98 | 0.83 | 0.91 | 1.20 | 1.42 |
| myostatin (*Mstn*) | 0.92 | 1.39 | 0.48 | 1.12 | 0.82 |
| nodal (*Nodal*) | 0.95 | 0.93 | 0.89 | 1.04 | 1.05 |
| neurturin (*Nrtn*) | 0.89 | 0.88 | 0.79 | 1.05 | 1.09 |
| persephin (*Pspn*) | 0.76 | 0.78 | 0.76 | 0.90 | 0.86 |
| SMAD family member 1 (*Smad1*) | 1.01 | 1.10 | 1.23 | 1.02 | 1.11 |
| SMAD family member 2 (*Smad2*) | 0.99 | 1.08 | 1.15 | 0.93 | 0.98 |
| SMAD family member 3 (*Smad3*) | 1.20 | 0.92 | 1.08 | 1.05 | 1.14 |
| SMAD family member 4 (*Smad4*) | 0.99 | 0.90 | 0.87 | 0.95 | 0.90 |
| SMAD family member 5 (*Smad5*) | 0.95 | 0.86 | 1.00 | 0.93 | 0.94 |
| SMAD family member 6 (*Smad6*) | 1.06 | 1.19 | 1.03 | 1.24 | 1.22 |
| SMAD family member 7 (*Smad7*) | 1.04 | 1.24 | 1.04 | 1.09 | 1.24 |

**Table S8.** *Continued*

|  | Fold change compared to *wt* | | | | |
| --- | --- | --- | --- | --- | --- |
| Gene (mouse gene ID) | *Dysf^-/-^* | *F66* | *F66; Dysf^-/-^* | ACVR2B/Fc-injected | |
|  |  |  |  | *wt* | *Dysf^-/-^* |
|  |  |  |  |  |  |
| SMAD family member 9 (*Smad9*) | 1.21 | 9.95 | 3.58 | 1.88 | 1.09 |
| SMAD specific E3 ubiquitin protein ligase 1 (*Smurf1*) | 1.00 | 1.07 | 1.12 | 1.02 | 1.02 |
| SMAD specific E3 ubiquitin protein ligase 2 (*Smurf2*) | 1.05 | 0.94 | 1.01 | 1.00 | 0.94 |
| teratocarcinoma-derived growth factor 1 (*Tdgf1*) | 1.14 | 0.97 | 0.85 | 0.89 | 1.09 |
| transforming growth factor, beta 1 (*Tgfb1*) | 1.00 | 1.05 | 1.84 | 1.09 | 1.27 |
| transforming growth factor, beta 2 (*Tgfb2*) | 1.12 | 1.17 | 1.02 | 1.04 | 1.08 |
| transforming growth factor, beta 3 (*Tgfb3*) | 0.97 | 0.86 | 1.28 | 0.89 | 1.01 |
| transforming growth factor, beta receptor I (*Tgfbr1*) | 1.09 | 1.36 | 1.73 | 0.96 | 1.01 |
| transforming growth factor, beta receptor II (*Tgfbr2*) | 0.98 | 1.09 | 1.40 | 1.08 | 1.10 |
| transforming growth factor, beta receptor III (*Tgfbr3*) | 1.03 | 1.28 | 1.04 | 1.02 | 0.97 |
| tolloid-like (*Tll1*) | 1.15 | 1.00 | 1.22 | 1.32 | 1.16 |
| tolloid-like 2 (*Tll2*) | 0.93 | 1.99 | 0.86 | 1.03 | 1.08 |
| WAP, FS, Ig, KU, and NTR-containing protein 1 (*Wfikkn1*) | 1.02 | 0.99 | 0.92 | 0.94 | 1.23 |
| WAP, follistatin/kazal, immunoglobulin, kunitz and netrin domain containing 2 (*Wfikkn2*) | 0.98 | 0.71 | 0.57 | 0.93 | 0.87 |
| zinc finger, FYVE domain containing 9 (*Zfyve9*) | 1.01 | 1.00 | 0.74 | 1.00 | 0.94 |

**Table S9.** Enriched top biological processes from gene ontology (GO) analysis using 763 genes that were significantly differentially expressed (fold change > 2.0 and *P* < 0.01).

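At the thresholds that this table states, 860 of the 20259 genes tested here differed: p under 0.01 over the 6 groups and a more than 2-fold difference between the means of any 2 groups. Between *F66;Dysf-/-* and *wt* alone, 649 genes met both, and 2142 of all deposited rows did. Gene ontology groups genes by the biological process in which they are annotated to act, and an enrichment test asks whether a process holds more of the selected genes than a random draw would. In *F66;Dysf-/-* muscle, 435 genes were more than 2-fold higher and 60 more than 2-fold lower than in *Dysf-/-* at an adjusted p under 0.05 in limma, against 128 and 23 in *F66* against *wt*. ACVR2B/Fc gave 1 and 0 such genes in *wt*, and 0 and 0 in *Dysf-/-*, where 3805 genes had an unadjusted p under 0.05.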

| GO Biological Process | Retrieved genes | Annotated genes | *P*-value |
| --- | --- | --- | --- |
|  |  |  |  |
| total | 763 | 23344 | 1 |
|  |  |  |  |
| **Response to stimulus** | 353 | 6099 | 3.78E-34 |
| Response to stress | 205 | 2685 | 1.18E-32 |
| Defense response | 119 | 1030 | 3.77E-34 |
| Inflammatory response | 73 | 495 | 1.57E-27 |
| Response to oxidative stress | 21 | 309 | 1.36E-03 |
| Response to wounding | 73 | 568 | 8.46E-24 |
| Wound healing | 49 | 303 | 1.54E-20 |
| Plasma membrane repair | 3 | 8 | 1.72E-03 |
|  |  |  |  |
| **Signaling** | 257 | 5676 | 2.00E-09 |
| Apoptotic Signaling pathway | 19 | 252 | 6.69E-04 |
| Cell surface receptor signaling pathway | 152 | 3616 | 5.05E-04 |
| Cytokine mediated signaling pathway | 14 | 178 | 2.21E-03 |
| Enzyme-linked receptor protein signaling pathway | 49 | 757 | 4.82E-06 |
| Transmembrane receptor protein serine/threonine  kinase signaling pathway | 19 | 312 | 7.28E-03 |
| Transmembrane receptor protein tyrosine kinase  signaling pathway | 31 | 465 | 1.57E-04 |
| Integrin-mediated signaling pathway | 18 | 73 | 1.52E-11 |
| Lipopolysaccharide-mediated signaling pathway | 7 | 43 | 4.48E-04 |
| Signal transduction by phosphorylation | 48 | 593 | 8.74E-09 |
| MAPK cascade | 36 | 449 | 8.07E-07 |
| ERK-1 and ERK-2 cascade | 22 | 200 | 7.23E-07 |
| Stress-activated MAPK cascade | 13 | 176 | 5.32E-03 |
|  |  |  |  |
| **Developmental process** | 259 | 4827 | 3.08E-18 |
| Blood vessel development | 44 | 459 | 2.10E-10 |
| Muscle structure development | 21 | 352 | 6.22E-03 |
| Hemopoiesis | 72 | 776 | 1.52E-15 |
| Syncytium formation by plasma membrane fusion | 12 | 53 | 1.06E-07 |
|  |  |  |  |
| **Immune system process** | 185 | 1545 | 8.88E-57 |
| Immune response | 81 | 529 | 1.19E-31 |
| Lymphocyte activation | 65 | 565 | 9.79E-19 |
| Myeloid leukocyte activation | 35 | 151 | 3.20E-20 |
| Myeloid leukocyte migration | 30 | 117 | 7.43E-19 |
| Immune effector process | 53 | 365 | 6.22E-20 |

**Table 9.** *Continued*

| GO Biological Process | Retrieved genes | Annotated genes | *P*-value |
| --- | --- | --- | --- |
|  |  |  |  |
| total | 763 | 23344 | 1 |
|  |  |  |  |
| **Localization** | 240 | 4376 | 7.57E-18 |
| Transport | 204 | 3736 | 1.17E-14 |
| Vesicle-mediated transport | 69 | 1021 | 9.72E-09 |
| Vesicle fusion | 7 | 85 | 2.12E-02 |
| Endocytosis | 46 | 458 | 1.66E-11 |
| Phagocytosis | 24 | 116 | 3.98E-13 |
| Cytokine secretion | 21 | 109 | 4.90E-11 |
| Calcium ion transport into cytosol | 15 | 108 | 2.36E-06 |
| Lipid localization | 27 | 198 | 3.66E-10 |
| Lipid storage | 8 | 54 | 3.45E-04 |
| Lipid transport | 20 | 153 | 1.41E-07 |
|  |  |  |  |
| **Locomotion** | 86 | 1071 | 1.16E-14 |
| Cell motility | 35 | 297 | 6.04E-11 |
| Cell migration | 78 | 909 | 6.75E-15 |
|  |  |  |  |
| **Growth** | 53 | 882 | 1.63E-05 |
| Cell growth | 24 | 347 | 4.98E-04 |
| Developmental growth | 25 | 347 | 2.08E-04 |
| Developmental growth involved in morphogenesis | 12 | 131 | 1.24E-03 |
| Endochondral bone growth | 5 | 18 | 2.21E-04 |
| Skeletal muscle tissue growth | 3 | 7 | 1.10E-03 |
|  |  |  |  |
| **Cellular component organization or biogenesis** | 168 | 3139 | 3.11E-11 |
| Protein complex assembly | 36 | 581 | 2.05E-04 |
| Protein polymerization | 16 | 181 | 3.11E-04 |
| Actin filament polymerization | 8 | 116 | 3.66E-02 |
| Protein complex subunit organization | 97 | 1288 | 1.10E-14 |
| Protein oligomerization | 38 | 454 | 1.35E-07 |
| Actin filament organization | 10 | 113 | 3.96E-03 |
| Membrane organization | 35 | 398 | 1.29E-07 |
| Membrane fusion | 8 | 108 | 2.54E-02 |
| Membrane invagination | 8 | 36 | 1.69E-05 |
| Plasma membrane organization | 7 | 80 | 1.57E-02 |
| Mitochondrial fusion | 2 | 16 | 9.47E-02 |

How the deposited data were processed for this re-analysis (not part of the article)

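Quadriceps RNA of 10-week-old mice was measured on 18 Affymetrix Mouse Exon 1.0 ST arrays, 3 per group, from *wt*, ACVR2B/Fc-injected *wt*, *Dysf-/-*, ACVR2B/Fc-injected *Dysf-/-*, *F66* and *F66;Dysf-/-* mice. Each array was assigned to its group from the sample labels. The values deposited by the authors are on the log2 scale, 1 value per array for each of 115830 transcript clusters. According to the submitters' notes they were made with RMA in Partek against mouse genome build mm9. No versions or settings are stated. RMA corrects the background, quantile normalizes the probes across arrays and summarizes them, so the deposited values already carry these steps and they were not undone or repeated here. Raw data are deposited too, as the paper states, and only the processed values were used. The values are not centred per gene. Quantile normalization gives all arrays nearly one distribution and removes part of any change that is shared by most genes. Log2 values of an array also understate differences of dim genes, whose signal is partly background. No detection calls were used here, so which rows lie above background was not analysed. No pair of arrays held identical values, and the lowest correlation of any 2 arrays over all rows was r = 0.954.

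Gene symbols came from the platform annotation as held by GEO, which can be old. Of the rows with 1 symbol, 24941 were matched by gene number to the current reference table, and no symbol changed. Rows with several symbols were named for none of them. Coordinates are not given, since the build of the reference table differs from that of the arrays, and that table was used only for symbols and for the order of genes along chromosomes. For a gene with several rows, the row with the highest mean over all arrays was taken without regard to group.

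Tests were run in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes, prior degrees of freedom 3.2). The groups share 1 estimate of the spread in this fit. Comparisons were each treatment or transgene against its own background, *Dysf-/-* against *wt*, *F66;Dysf-/-* against *wt* and against ACVR2B/Fc-injected *Dysf-/-*, and the differences between backgrounds of the *F66* effect and of the ACVR2B/Fc effect. p-values were adjusted by Benjamini-Hochberg over the genes tested, within each comparison. The array methods of the study give p under 0.01 and a more than 2-fold difference and name no test, while its general statistics name Student's t-test for 2 groups and one-way ANOVA for more. These tests were run at that threshold and after adjustment. Gene lists were tested with camera and fry of limma, adjusted over 25 lists. camera compares a list with all other genes tested, and fry asks whether the members of a list move to one side on balance. The groups of the study's Dataset were taken as it marks them. Principal components were computed on values centred per gene and not scaled, and separation was tested by an exact permutation of array labels. The group means were clustered with Euclidean distance and average linkage. For changes taken against the same control arrays, groups without an effect and their shared controls were both simulated from the spread within groups. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

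The genes named were chosen by a rule. For each comparison it takes the 10 largest increases and the 10 largest decreases among genes that passed the adjusted threshold and whose 2 groups did not overlap, or, for a difference of effects, the 20 largest of either sign. It adds every gene that the paper's results or legends name, the genes of Table S8 that passed, and up to 4 members with the smallest p from each list. The values of Table S8 and of the Dataset had been seen when the rule was written. Predicted genes and clones were counted, and some are left unnamed. A few genes outside the rule are described in the additional observations as chosen after their values were seen.

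The tests were checked on simulated data made from these arrays, with 20259 genes and 3 arrays per group. Between *F66;Dysf-/-* and *Dysf-/-*, 100% of genes changed by a log2 of 2 were called, and 4.57% of calls were unchanged genes. For *Dysf-/-* against *wt*, 64.2%, 97% and 98.5% of genes changed by 0.5, 1 and 2 were called, and 5.46% of calls were unchanged genes. For the difference of the *F66* effect between backgrounds the shares were 32.8%, 82.1% and 100%. With no change set, limma called 0 genes between *F66* and *wt* and 0 between ACVR2B/Fc-injected *wt* and *wt*, as did Student's t-test after adjustment. With 1 list shifted by 0.5, camera called 2 lists.

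Alternatives were limma on the compared groups alone, Student's t-test (one-way ANOVA for the 6 groups), the replicate number as a block, all rows in place of named genes, the mean of a gene's rows, leaving out genes below the median of all rows, quantile normalizing the arrays again, centring each array on its median, eBayes with trend and robust settings, array weights, and leaving out each array in turn. Lists were also tested with an estimated correlation between genes and with fry, and the clustering was repeated with 1 minus the Pearson correlation as the distance. Leaving out the 3 arrays that lie farthest along the first component of the variation within groups, and using the row that the study's Dataset pairs with a gene, were added after seeing the data. Muscle weights, creatine kinase, dye uptake, force and histology are not part of the deposited array data and were not analysed. The paper's supplement prints group means of muscle weights, creatine kinase and dye uptake.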

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

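The tests of the explanations weighed here for *Nnt* and for the macrophage markers were chosen only after the result was seen, while the differences between backgrounds and the other splits of the arrays were planned.

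The *F66* effect differed between *Dysf-/-* and *wt* muscle for 3336 genes by the test of the difference itself. Among 100 random divisions of the 12 arrays concerned, no other division called as many (highest other 873), so a chance division of the arrays can be excluded for this count. For the lists, 11 differed, 52 of the 100 divisions gave at least as many, and the highest other gave 19. These divisions mix the 4 groups, so the effects of the transgene and of the loss of dysferlin enter both their differences and their spread. The share for the lists therefore speaks neither for nor against chance, and the gene count excludes only that the group labels are without effect. Lists with a larger *F66* effect in *Dysf-/-* had median log2 differences of 0.985 (macrophage and monocyte markers, 21 of 23 larger), 0.789 (regenerating fibre genes, 12 of 17), 0.792 (complement genes, 8 of 14), 0.681 (inflammasome and cytokine genes, 15 of 23) and 0.574 (cell cycle genes, 18 of 21). camera gave adjusted p from 1.15e-20 to 6.79e-08 for them, and adjusted p = 0.0446 for complement genes, 0.0126 for cytokine genes and 0.0166 for cell cycle genes with an estimated correlation.

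The ACVR2B/Fc effect differed between *Dysf-/-* and *wt* for 1 gene, the clone C530025M11Rik (0.89 on the log2 scale, adjusted p = 0.0129 in limma). Of 100 random divisions, 9 called at least as many genes and 38 at least as many lists as the 7 found, so chance is not excluded for either by these divisions, which mix the 4 groups too. The highest other divisions called 724 genes and 15 lists, which points to a structure of the samples; differences among the groups were not separated from other structure. The call of the clone was lost with the mean of its rows (adjusted p = 0.595), without ACVR2B/Fc-injected *Dysf-/-* replicate 1 (0.0656), without *Dysf-/-* replicate 2 (0.0645), without ACVR2B/Fc-injected *wt* replicate 1 or 2 (0.0705 and 0.058) and without *wt* replicate 2 (0.0625).

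*Nnt*, which encodes a proton-pumping transhydrogenase of mitochondria and is not discussed in the paper, stood at a log2 difference of -1.03 in *Dysf-/-* against *wt* (adjusted p = 1.06e-05) and was low in ACVR2B/Fc-injected *Dysf-/-* too, with group means of 7.15 and 7.03 against 8.18 in *wt*, 8.07 in *F66* and 7.92 in *F66;Dysf-/-*. The tables argue against a loss of dysferlin that acts alike in every *Dysf-/-* group as the whole cause, since *F66;Dysf-/-* lay above *Dysf-/-* by 0.77 (adjusted p = 1.74e-06). Fewer mitochondria as the whole cause are argued against too, since the lowest of the 25 listed mitochondrial respiration genes was at -0.175 in *Dysf-/-* against *wt*. *Uqcr10*, a respiration gene outside the list, was lower, at -0.404, but did not reach the difference of *Nnt*. The values also argue against *F66;Dysf-/-* arrays that do not lack dysferlin, since their highest *Dysf* value was 6.92, below every *wt* array. A smaller part stays open: *F66;Dysf-/-* lay below *wt* by a log2 difference of -0.26 (adjusted p = 0.0142) and below *F66* by -0.151 (standard error 0.079, adjusted p = 0.152). Each of the 9 arrays without dysferlin lay below each of the other 9, but by little. The highest of the former, an *F66;Dysf-/-* array, was at 7.971 and the lowest of the latter, a *wt* array, at 7.979. A transgene effect on *Nnt* that depends on dysferlin was not excluded. A variant of *Nnt* that differs between breeding lines, as known among inbred mice, is a candidate explanation and stays open. The 6 low arrays lie 0.641 below the other 12, where the next widest gap of any gene is 0.034. Of the 100 genes nearest to *Nnt*, 0 separate the same arrays. Only 8 genes in all do, so a count of 0 was likely with or without a variant and does not weigh against one. The methods state a common inbred background without its substrain and obtain *F66;Dysf-/-* mice from crosses of the *F66* and *Dysf-/-* lines, so line and group cannot be told apart for this gene.

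The higher macrophage and monocyte markers in *F66;Dysf-/-* than in *Dysf-/-* may reflect more macrophage and monocyte RNA in that muscle, since all 23 measured members rose. A lower share of fibres that raises every other cell type alike is argued against by the endothelial markers, whose median was -0.322 and upper quartile -0.175, while the lower quartile of the macrophage markers was 1.39. Scaling of the arrays is argued against by the median of the list, which stayed at 1.97 or above after centring or quantile normalization. Whether each macrophage made more of these transcripts stays open and was not tested. This is a hypothesis found and tested on the same arrays.

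Other genes that the paper does not discuss differed as follows, *Mtm1*, *Wiz* and *Entpd4* being chosen after their values were seen. *Pik3r1*, a regulatory subunit of phosphoinositide 3-kinase, stood at -0.97 in *Dysf-/-* against *wt* (adjusted p = 0.0103), a call lost on the 2 groups alone (0.105), without *Dysf-/-* replicate 3 (0.0638), without *wt* replicate 2 (0.068) and without *wt* replicate 3 (0.0753). *Mtm1*, the myotubularin gene, stood at 0.73 (adjusted p = 0.0231), *Wiz* at 0.62 (adjusted p = 0.000158) and *Entpd4* at 0.63 (adjusted p = 0.00316) in the same comparison. The clone A530032D15Rik stood at 4.05 (adjusted p = 2.08e-05), with group means of 5.72 in *wt*, 5.92 in ACVR2B/Fc-injected *wt*, 7.48 in *F66*, 9.77 in *Dysf-/-*, 9.62 in ACVR2B/Fc-injected *Dysf-/-* and 10.00 in *F66;Dysf-/-*, and at 1.25 with the mean of its rows. *Peg10* stood at 4.12 in *F66* against *wt*, with group means of 7.31 in *wt*, 11.42 in *F66*, 7.67 in *Dysf-/-* and 10.06 in *F66;Dysf-/-*. *Entpd4* was higher in *F66* against *wt* as well, at 0.52 (adjusted p = 0.00108 in limma), so its rise was not particular to the loss of dysferlin. Its group means were 8.85 in *wt*, 8.96 in ACVR2B/Fc-injected *wt*, 9.37 in *F66*, 9.48 in *Dysf-/-*, 9.51 in ACVR2B/Fc-injected *Dysf-/-* and 9.36 in *F66;Dysf-/-*.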

How the results depend on the processing

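The replicate number as a block and the alternatives below were planned, except leaving out the 3 arrays highest on the first component within groups (replicate 2 of *wt*, ACVR2B/Fc-injected *wt* and ACVR2B/Fc-injected *Dysf-/-*, 17.1% of the variance within groups) and the row that the Dataset pairs with a gene, which were chosen only after the result was seen. Over all alternatives, named genes gave 16505 comparisons on the main result's side of the threshold, 774 that lost the call, 115 that gained one and 3 that reversed. A change of sign counted as reversed only where the gene passed in the main result or in the alternative. The 16505 can therefore hold genes that changed sign without passing in either. List tests gave 2536, 169, 70 and 0. *Fer1l6* (*F66;Dysf-/-* against ACVR2B/Fc-injected *Dysf-/-*) reversed to -0.0437 and *Uqcrfs1* (difference of the *F66* effect) to 0.0828 with the mean of a gene's rows, and *Cacna1s* (*F66;Dysf-/-* against ACVR2B/Fc-injected *Dysf-/-*) to 8e-04 with centred arrays; none of these 3 passed there. For *Dysf-/-* against *wt* (99 genes) the count was 29 on the groups alone, 0 by Student's t-test adjusted, 19 by it at the methods' threshold, 266 over all rows, 34 without the 3 arrays and 31 to 86 leaving out 1 array. For ACVR2B/Fc in *wt* (6) it was 0 on the groups alone, by the t-test adjusted, over all rows and without the 3 arrays, 12 without dim genes and 0 to 7 leaving out 1 array. For ACVR2B/Fc in *Dysf-/-* (5) it was 0 on the groups alone, by the t-test adjusted, over all rows, after quantile normalization, after centring and without the 3 arrays, 1 at the methods' threshold and with the mean of rows, 34 without dim genes, 21 with trend and robust settings, 157 with array weights and 0 to 574 leaving out 1 array. The replicate block gave 87 (29 higher and 58 lower) there and 2 for the difference of the ACVR2B/Fc effect, against 103, 4, 2958 and 7207 for *Dysf-/-*, ACVR2B/Fc in *wt*, *F66* and *F66;Dysf-/-* over their backgrounds. The methods name no pairing of same-numbered arrays, and 0 of 15 pairs of groups had every correlation over 0.1 (-0.0751 to 0.293). Among *wt*, ACVR2B/Fc-injected *wt* and ACVR2B/Fc-injected *Dysf-/-*, however, replicates 1 and replicates 2 each correlated across groups, at 0.153 to 0.293. A link between some same-numbered arrays is therefore not excluded. For *F66* against *wt* (2759) the count was 1550 on the groups alone, 692 by the t-test adjusted and 133 at the methods' threshold, and 1908 to 2376 leaving out 1 array; for *F66;Dysf-/-* against *Dysf-/-* (6808) 478 at that threshold and 5171 to 5939; for *F66;Dysf-/-* against *wt* (8808) 5848, 649 and 6857 to 8358; and for *F66;Dysf-/-* against ACVR2B/Fc-injected *Dysf-/-* (9002) 5769, 371 and 6671 to 8478. The difference of the *F66* effect (3336) gave 2511 to 3168 leaving out 1 array. That of ACVR2B/Fc (1) gave 0 over all rows, with the mean of rows and without the 3 arrays, and 0 to 3; the 6 groups (9958) gave 860 by one-way ANOVA at the methods' threshold and 7614 to 10575. After centring, 65.8% of calls between *F66;Dysf-/-* and *wt* were higher (37.5% before) and 71.5% between *F66;Dysf-/-* and ACVR2B/Fc-injected *Dysf-/-* (36.5%), as the median of all genes moved from -0.119 to -0.00676 and from -0.116 to 0.0164. List calls with an estimated correlation were 0 for *Dysf-/-*, 0 for both ACVR2B/Fc comparisons and their difference, 7 for *F66*, 8 for *F66;Dysf-/-* against each of *Dysf-/-*, *wt* and ACVR2B/Fc-injected *Dysf-/-*, and 5 for the difference of the *F66* effect; fry gave 1 for ACVR2B/Fc in *wt*, 8 in *Dysf-/-* and 0 for their difference. Leaving out 1 array gave 8 to 9 lists for *Dysf-/-* against *wt*, 3 to 7 and 7 to 12 for ACVR2B/Fc in *wt* (4) and *Dysf-/-* (13), 14 to 18 for *F66*, 13 to 16, 14 to 16 and 14 to 15 for *F66;Dysf-/-* against *Dysf-/-*, *wt* and ACVR2B/Fc-injected *Dysf-/-*, and 9 to 13 and 3 to 9 for the differences of the *F66* and ACVR2B/Fc effects (7 for the latter); the outlying values were 7 without ACVR2B/Fc-injected *wt* replicate 2, 7 without ACVR2B/Fc-injected *Dysf-/-* replicate 2, and 4 and 3 without *wt* replicate 1 and ACVR2B/Fc-injected *Dysf-/-* replicate 3. The groupings of Fig. 4B, 5A, 5B and 5C, scored 1 where the clustering gives the paper's grouping of *F66;Dysf-/-*, were 0 in the main setting and leaving out any array, and 1, 1, 1 and 1 with 1 minus the Pearson correlation. The correlation of the *F66* and ACVR2B/Fc changes for stress genes (0.516) was 0.62 without dim genes; after quantile normalization the stress, inflammatory and wounding values were 0.419, 0.572 and 0.497. Leaving out 1 array gave 0.228 to 0.351 over all genes, 0.369 to 0.608, 0.454 to 0.706 and 0.424 to 0.698, the lowest each time without ACVR2B/Fc-injected *Dysf-/-* replicate 3. Leaving out 1 array, the exact p of the mean score ran from 0.00147 to 0.00735 for *F66;Dysf-/-* on the first axis and for *F66* on the second, from 0.331 to 0.672 for *F66;Dysf-/-* on the second and from 0.631 to 1 for *F66* on the first. Beyond fewer arrays or genes tested, the cause was not tested. Signal over background limits the dim genes: 5210 of the genes tested lie below the median of all rows, and no detection call was used.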

Differences from the paper's values

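The row that the study's Dataset pairs with a gene was tried only after the result was seen; the other alternatives were set before the data were examined. Of the 102 genes of Table S8, 97 were tested, which gives 485 folds over *wt*; 475 lie within 1.5 times the paper's value and 425 equal it to 2 decimals. The other 10, in 5 genes, differ.

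For *Fer1l6* in *F66;Dysf-/-*, the paper's fold is 0.75 and the value here is 1.16; the mean of a gene's rows and quantile normalization again bring it within the paper's, the other alternatives do not. For *Tubal3*, the paper's folds are 0.52 in *Dysf-/-* and 0.54 in *F66*, against 0.88 and 0.825 here, and for *Acvr1c* they are 0.53 in *F66* and 0.62 in *F66;Dysf-/-*, against 0.816 and 0.955. The mean of a gene's rows closes these 4, as does leaving out 1 array in 1 of 6 cases for *Tubal3* in *Dysf-/-* (range 0.763 to 0.967) and in 2 of 6 cases for *Tubal3* in *F66* (0.715 to 0.906) and for *Acvr1c* in *F66* (0.739 to 0.92) and *F66;Dysf-/-* (0.839 to 1.09), and none of the other alternatives set before the data were examined does. For *Gdf11*, the paper's folds are 6.90 in *F66* and 2.98 in *F66;Dysf-/-*, against 2.55 and 1.64. For *Smad9*, they are 9.95 in *F66*, 3.58 in *F66;Dysf-/-* and 1.88 in ACVR2B/Fc-injected *wt*, against 1.78, 1.08 and 1.09. None of the alternatives set before the data were examined closes these gaps except the mean of a gene's rows for *Smad9* in ACVR2B/Fc-injected *wt*. The row that the Dataset pairs with each gene, chosen after seeing the values, closes all 5.

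The first principal component held 43.4% of the variance, against about 17% in Fig. 4A, read by eye. All rows in place of the named genes gave 16.7%, while leaving out 1 array gave 36.4% to 46.3%, and no other alternative came within the paper's value.

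The legend of Fig. 5 groups *F66;Dysf-/-* with *F66* for the stress genes, with ACVR2B/Fc-injected *Dysf-/-* for the inflammatory genes, and with *Dysf-/-* and ACVR2B/Fc-injected *Dysf-/-* for the wounding genes. The tree drawn in Fig. 4B, on which the text gives no grouping, joins *F66;Dysf-/-* with *F66* over the changed genes. The clustering of group means by Euclidean distance put *F66;Dysf-/-* apart from the other 5 groups in all 4 cases, and 1 minus the Pearson correlation gave these 4 joins of *F66;Dysf-/-*. The lists of Fig. 5 were chosen for a more than 2-fold difference between *F66;Dysf-/-* and *wt*. Euclidean distance therefore favours setting that group apart, and its trees over these lists do not speak against the paper's grouping. The paper states that ACVR2B/Fc changed *Mstn*, *Gdf11*, *Inha* and *Inhba* strongly. Here 0 of the 4 passed in limma in *wt* or *Dysf-/-*, and at an unadjusted p under 0.05 *Gdf11* was higher in *wt*, and *Gdf11* and *Inha* in *Dysf-/-*. The paper also describes slight changes with ACVR2B/Fc, upward for *Gdf11* on both backgrounds and downward for *Mstn* in *Dysf-/-*, and the log2 differences here have those signs. With *Fst*, all 4 were higher in *F66* than in *wt*. In *F66;Dysf-/-* against *Dysf-/-*, *Gdf11* rose and *Mstn* fell, while *Inhba* did not pass and *Inha* passed only on the 2 groups alone (adjusted p = 0.0148), without dim genes (0.0468), with centred arrays (0.0307) and with array weights (0.0323).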

Other observations

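The tests of overlap and of the genes that lie next to *Dysf* were chosen only after the result was seen, while the gene lists and the other splits of the arrays were planned. In *F66;Dysf-/-* against *Dysf-/-*, 17 of 25 measured mitochondrial respiration genes fell and 0 rose (20 and 0 when adjusted over the list alone), with a median log2 difference of -0.25, where the median of all genes was -0.0856. *Esrra*, a transcription factor of mitochondrial genes, stood at -0.40 (adjusted p = 0.000196), and *Tfam*, which maintains mitochondrial DNA, at -0.31. Of 17 fatty acid oxidation genes, 12 fell and 0 rose (13 and 0), with the acyl-CoA dehydrogenase genes *Acadm* at -0.40 and *Acadvl* at -0.55. Of 16 glycolysis and glycogen genes, 10 fell and 0 rose (11 and 0), with *Phka1*, a phosphorylase kinase subunit, at -0.63 (adjusted p = 1.09e-06) and *Fbp2*, the muscle fructose bisphosphatase, at -0.90. camera gave adjusted p = 3.82e-05, 7.48e-05 and 0.000226 for the 3 lists, and adjusted p = 0.174, 0.174 and 0.119 with an estimated correlation. In the same comparison all 23 macrophage and monocyte markers and all 24 matrix and fibrosis genes rose, with medians of 2.02 and 1.38. In *F66* against *wt* these 3 metabolic lists had 4, 2 and 1 members lower and 0, 0 and 2 higher (camera adjusted p = 0.0377, 0.263 and 0.645; adjusted p = 0.486 for respiration with an estimated correlation). The *F66* effect was lower in *Dysf-/-* for 4, 6 and 8 members (camera adjusted p = 0.00617, 0.00101 and 1.1e-05; adjusted p = 0.407, 0.365 and 0.0896 with an estimated correlation). Of 10 slow fibre genes, 2 fell in *F66* (3 when adjusted over the list alone), and 3 rose and 4 fell in *F66;Dysf-/-* (4 and 4; camera adjusted p = 0.0129 in *F66*, adjusted p = 0.439 with an estimated correlation, and 0.957 in *F66;Dysf-/-*). *Myl3*, a myosin light chain gene, had -0.77 and -1.24, and *Casq2*, the calsequestrin of slow fibres, rose by 0.91 in *F66;Dysf-/-*. Of 12 fast fibre genes, 0 passed in *F66* in limma (2 higher and 2 lower at an unadjusted p under 0.05) and 5 fell in *F66;Dysf-/-* (5), with a median of -0.15 (camera adjusted p = 0.0419; adjusted p = 0.416 with an estimated correlation).

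Of 13 endothelial markers, 10 fell in *F66* (10 when adjusted over the list alone) and 9 in *F66;Dysf-/-* (10), with medians of -0.34 and -0.32. The vascular endothelial growth factor receptor genes *Kdr* and *Flt1* had -1.01 (adjusted p = 2.07e-05) and -0.57 in *F66*, and -0.77 and -0.77 in *F66;Dysf-/-*. Of 9 Schwann cell and nerve markers, 4 fell in *F66* (4), and 5 fell and 2 rose in *F66;Dysf-/-* (5 and 2), with *Gjc3*, a connexin gene, at -0.79 and -0.77. Of 10 adipocyte markers, 4 fell and 1 rose in *F66* (9 and 1), and 5 fell in *F66;Dysf-/-* (7), with *Plin1*, which encodes a lipid droplet protein, at -0.42 and -0.60. camera gave adjusted p = 4.73e-07, 0.000443 and 0.00335 in *F66* (adjusted p = 0.0352, 0.0352 and 0.231 with an estimated correlation), and 0.000272, 0.191 and 0.0771 in *F66;Dysf-/-* (adjusted p = 0.107 for the endothelial list with an estimated correlation). The macrophage and monocyte markers had medians of 0.75 in *F66* and 2.02 in *F66;Dysf-/-*. Of 16 lymphocyte markers, 0 passed in *F66* in limma (1 higher and 3 lower at an unadjusted p under 0.05), and in *F66;Dysf-/-* 4 rose, among them *Il7r* and *Cd4* (0.36), and *Cd8a* fell (-0.24; camera adjusted p = 0.21). Of 13 neutrophil and mast cell markers, 2 rose in *F66* and 3 rose and 1 fell in *F66;Dysf-/-*, with the mast cell carboxypeptidase gene *Cpa3* at 0.97 and 0.99 (camera adjusted p = 0.464 and 0.489). Only 7 of the 16 lymphocyte markers and 6 of the 13 neutrophil and mast cell markers lie above the median of all rows, against all 23 macrophage markers. Changes of the dim members may be understated, so these counts do not show that such cells were unchanged. Of 3 measured red blood cell genes, *Alas2*, the heme synthesis gene of red cells, fell in both (-0.36 and -0.45).

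Between *F66* against *wt* and *F66;Dysf-/-* against *Dysf-/-*, whose group means share no arrays, 947 higher genes were common, where independent lists would share 250, and 568 lower genes, where they would share 205. The spread of a gene comes from one fit of all 18 arrays and serves every comparison. The calls are therefore not independent, and the numbers for independent lists are only a rough reference. *Dysf-/-* against *wt* and *F66;Dysf-/-* against *Dysf-/-* both use the *Dysf-/-* arrays, with opposite sign. They had 52 higher genes in common (9.27 for independent lists) and 15 lower genes (7).

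Every array of the 9 without functional dysferlin lay on one side of the other 9 for 118 genes, 55 higher and 63 lower. Interchangeable arrays would give 0.833. The arrays form 6 groups, and 9958 genes differed among them, so 0.833 is not the number expected without an effect of dysferlin. Of the 118, 115 besides *Dysf* itself have a place in the reference, and 5 of them were among the 100 tested genes nearest to *Dysf*. That is 5% of these 100 against 0.558% elsewhere (odds ratio 9.37, two-sided Fisher exact p = 0.000294). The 5 genes, *Tex261*, *Pcgf1*, *Hk2*, *Mrpl19* and *Nfu1*, were all lower without dysferlin, by -0.30, -0.16, -0.31, -0.30 and -0.24 in *Dysf-/-* against *wt*. The hypothesis that DNA carried along with the targeted *Dysf* allele may account for these 5 is consistent with this test. An effect of the allele on its neighbours would give the same excess and stays open.

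The arrays were divided into groups of the same sizes in other ways. With 3 arrays against 3 there are 10 divisions, too few for a share under 0.05. Every division other than the real one mixes the 2 groups, so their difference enters both its contrast and its spread. The counts of the other divisions are therefore not those expected without an effect, for genes or for lists. Genes called in the real division, with the highest of the others in brackets, were 99 (0) for *Dysf-/-* against *wt*, 6 (0) and 5 (1) for ACVR2B/Fc in *wt* and *Dysf-/-*, 2759 (0) for *F66* against *wt*, and 6808 (0), 8808 (0) and 9002 (0) for *F66;Dysf-/-* against *Dysf-/-*, *wt* and ACVR2B/Fc-injected *Dysf-/-*, so the real division alone reached its count, 1 of 10 each time. Gene lists called were 9 (10) for *Dysf-/-* against *wt*, 4 (8) and 13 (10) for ACVR2B/Fc in *wt* and *Dysf-/-*, 16 (13) for *F66*, and 14 (14), 15 (14) and 14 (14) for *F66;Dysf-/-* against *Dysf-/-*, *wt* and ACVR2B/Fc-injected *Dysf-/-*. At least as many lists were called in 3, 6, 1, 1, 3, 1 and 2 of the 10 divisions, in the same order. For the 9958 genes that differ among the 6 groups, 1 of 100 divisions, the real one, reached the count (highest other 269), so chance is excluded.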
